# Differential gene expression in liver and small intestine from lactating rats compared to age-matched virgin controls detects increased mRNA of cholesterol biosynthetic genes

**DOI:** 10.1186/1471-2164-12-95

**Published:** 2011-02-03

**Authors:** Antony Athippozhy, Liping Huang, Clavia Ruth Wooton-Kee, Tianyong Zhao, Paiboon Jungsuwadee, Arnold J Stromberg, Mary Vore

## Abstract

**Background:**

Lactation increases energy demands four- to five-fold, leading to a two- to three-fold increase in food consumption, requiring a proportional adjustment in the ability of the lactating dam to absorb nutrients and to synthesize critical biomolecules, such as cholesterol, to meet the dietary needs of both the offspring and the dam. The size and hydrophobicity of the bile acid pool increases during lactation, implying an increased absorption and disposition of lipids, sterols, nutrients, and xenobiotics. In order to investigate changes at the transcriptomics level, we utilized an exon array and calculated expression levels to investigate changes in gene expression in the liver, duodenum, jejunum, and ileum of lactating dams when compared against age-matched virgin controls.

**Results:**

A two-way mixed models ANOVA was applied to detect differentially expressed genes. Significance calls were defined as a p < 0.05 for the overall physiologic state effect (lactation vs. control), and a within tissue pairwise comparison of p < 0.01. The proportion of false positives, an estimate of the ratio of false positives in the list of differentially expressed genes, was calculated for each tissue. The number of differentially expressed genes was 420 in the liver, 337 in the duodenum, 402 in the jejunum, and 523 in the ileum. The list of differentially expressed genes was in turn analyzed by Ingenuity Pathways Analysis (IPA) to detect biological pathways that were overrepresented. In all tissues, sterol regulatory element binding protein (Srebp)-regulated genes involved in cholesterol synthesis showed increased mRNA expression, with the fewest changes detected in the jejunum. We detected increased Scap mRNA in the liver only, suggesting an explanation for the difference in response to lactation between the liver and small intestine. Expression of *Cyp7a1*, which catalyzes the rate limiting step in the bile acid biosynthetic pathway, was also significantly increased in liver. In addition, decreased levels of mRNA associated with T-cell signaling were found in the jejunum and ileum. Several members of the Solute Carrier (SLC) and Adenosine Triphosphate Binding Cassette (ABC) superfamilies of membrane transporters were found to be differentially expressed; these genes may play a role in differences in nutrient and xenobiotic absorption and disposition. mRNA expression of *SLC39a4_predicted*, a zinc transporter, was increased in all tissues, suggesting that it is involved in increased zinc uptake during lactation. Microarray data are available through GEO under GSE19175.

**Conclusions:**

We detected differential expression of mRNA from several pathways in lactating dams, including upregulation of the cholesterol biosynthetic pathway in liver and intestine, consistent with Srebp activation. Differential T-Cell signaling in the two most distal regions of the small intestine (ileum and jejunum) was also noted, as well as differential expression of transporters that likely play a key role in nutrient uptake.

## Background

Lactation is a time of a four- to five-fold increased energy demand imposed by the suckling young that requires a proportional adjustment in the ability of the lactating dam to absorb nutrients and to synthesize critical biomolecules to meet the dietary needs of both the offspring and the dam [1-3]. Lactating rats have a two- to three-fold increase in food consumption (hyperphagia) [1-3], in part through the decreased suppression of appetite accompanying decreased serum leptin [4].

Diet and hyperphagia have been shown to influence the rate of cholesterol synthesis, which is increased in the liver and small intestine in the lactating rat [5,6]. Of these tissues, the liver is the primary contributor to serum levels of cholesterol, and shows a quantitatively greater increase in the rate of cholesterol synthesis during lactation [5]. 3-Hydroxy-3-methylglutaryl-coenzyme A reductase (Hmgcr), the enzyme catalyzing the rate-limiting step of cholesterol synthesis, shows significantly increased activity in the liver during lactation compared to virgin and nonlactating control rats [7,8]. Cholesterol synthetic and lipogenic genes are regulated by transcription factors termed sterol regulatory element binding proteins (Srebp); the activity of Srebp proteins is in turn regulated by the Srebf chaperone (Scap) and the Insulin induced genes (Insig).

Circulating serum levels of several hormones that regulate metabolism are decreased during lactation in the rat, including thyroid hormone, insulin and leptin [4]. Such changes in hormone signaling and diet are likely to have large influences on the activation of their corresponding pathways. Receptors for leptin, thyroid hormone, and insulin are expressed in both the liver and small intestine [9-14], with liver being considered a major site of insulin signaling [9] and thyroid receptor β (TRB, Thrb) being the dominant form of the thyroid receptor in both tissues [14]. Leptin acts on the small intestine and inhibits sugar uptake [11], and the liver is a major source of the soluble form of the leptin receptor, particularly under conditions of negative energy balance [12], as occurs in lactation [1]. Therefore, altered serum levels of these hormones would be expected to influence mRNA expression of downstream genes.

Our laboratory has been investigating the effects of lactation on the synthesis and transport of bile acids in the liver and small intestine in the rat [15]. Bile acids are synthesized in the liver from cholesterol, and are essential for the biliary excretion of cholesterol and for the efficient intestinal absorption of cholesterol, lipid-soluble vitamins and lipids [16]. Bile acids are secreted into bile by the Bile salt export pump (Bsep; Abcb11), taken up across the apical membrane of the enterocyte in the terminal ileum by the Apical sodium-dependent bile acid transporter (Asbt; Slc10a2), effluxed into portal blood by the Organic solute transporter heterodimer (Ostα/β), and then taken up in the hepatocyte by the Sodium-dependent taurocholate co-transporting polypeptide (Ntcp; Slc10a1) [17]. Expression of Ntcp, Bsep and Asbt are all increased in lactation [18,19], as is the size of the bile acid pool [15]. We recently demonstrated that expression and activity of Cyp7a1, the enzyme catalyzing the rate limiting step in the conversion of cholesterol to bile acids, is increased at mid-lactation (day 10 - 14 postpartum) [15]. Further, this increase occurs at 16 h (10 h of light on a 12 h/light dark cycle; 4 PM) and represents a shift in the diurnal rhythm of *Cyp7a1 *expression, which is normally maximal in the dark cycle (i.e., 22 h). Increased expression of *Cyp7a1 *is apparently due to decreased expression of Fibroblast Growth Factor 15 (*Fgf15*) in the ileum, resulting in decreased Fgf15 signaling via Fibroblast Growth Factor Receptor 4 (Fgfr4) and Erk1/2 in liver and decreased repression of *Cyp7a1 *transcription [20].

In order to identify further changes in expression of genes important in the regulation of bile acid and cholesterol synthesis, as well as other genes important in meeting nutritional demands and physiological changes of the lactating rat, we carried out a microarray experiment in the liver and small intestine of the lactating dam at 16 h on days 10 -11 postpartum and compared these to gene expression in female virgin control rats.

## Results

### Detection of differentially expressed genes

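Total RNA was measured on the Affymetrix Rat Exon 1.0 ST array in 16 rats that had lactated for 10 to 11 days and in 16 age-matched virgin controls, all sacrificed at hour 16. The liver and mucosal scrapes of the duodenum, jejunum and ileum were taken from each rat. RNA from 4 rats made each pool, with the same rats pooled in each tissue, so that the 32 arrays form 8 groups of 4 pools. The authors background corrected, quantile normalized and log2-transformed gene level summaries by RMA, and the deposited table holds these log2 values for 19434 transcript clusters. Values ran from 0.82 to 14.41, and the medians of the arrays from 4.68 to 4.87. No cluster and no array was removed here, and the values were used as deposited. A mean was fitted to each of the 8 groups in limma, with the pool as a random block, and lactating pools were compared with control pools within each tissue. A gene was called when its Benjamini-Hochberg adjusted p over all 19434 clusters was under 0.05. Differences are lactating minus control on the log2 scale with their standard error after ±, and n is 4 pools per state, unless another measure is named. The standard error and p of a gene rest on 1 spread estimated over all 8 groups. A p printed beside the SDs of 2 groups does not measure those SDs. The same replicate number in the 2 states marked pools whose arrays resembled each other, so a model with this number as an added term was also fitted. Its value is given beside calls of genes and lists that it was found to change, and beside counts of genes called in a tissue that it moves by more than 1.5 times. A fit to only the arrays of 1 tissue ended 203 of the 271 calls of named genes by tissue. Most calls are given without that fit among the alternatives that ended them. The paper's detection filter rests on exon level detection values and was not repeated here. With 4 arrays per group, the number of arrays limits the precision.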

A repeated measures mixed model ANOVA was used to test for effects of tissue and lactation, as described in Methods. A statistically significant difference was determined to exist when the physiologic state effect (comparison between all control samples against all lactating samples) yielded a p < 0.05 and the effect of lactation within a given tissue (physiologic state simple effect) yielded a p < 0.01. Analyzed data are available in Additional File 1: Statistical_Analysis_and_Statistical_Pattern_Matching_Results.txt. These p-values were used as cutoffs for differentially expressed genes and led to the proportions of false positives that are listed in the section titled "Approximation of false discoveries" below.

A number (1,114) of genes demonstrated an interaction at p < 0.01 and 556 genes passed a Benjamini-Hochberg false discovery rate correction at FDR = 0.05 (Additional File 2: Benjamini_Hochberg_False_Discovery_Rates.txt). These genes represent those that displayed a different response to lactation in one tissue with respect to the other tissues. However, it should be noted that this list was not a useful cutoff, as genes that responded uniformly to lactation across all tissues would be ignored. Also, five genes that passed the Benjamini-Hochberg correction did not show any significant changes at p < 0.01 when the effect of lactation was tested within each tissue. 

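Slc34a2, a sodium-dependent phosphate transporter (transcript cluster 7126150), rose in the duodenum from 7.21 ± 0.45 in control pools to 10.99 ± 0.43 in lactating pools (mean log2 value ± SD, n = 4 pools each). Its difference was 3.78 ± 0.28 (adjusted p = 9.7e-10) in the duodenum, 1.62 ± 0.28 (adjusted p = 0.00154) in the jejunum and -0.67 ± 0.28 (adjusted p = 0.285) in the liver. Hao2, a peroxisomal hydroxyacid oxidase (cluster 7211905), fell in the liver from 7.63 ± 0.66 to 4.86 ± 0.32 (adjusted p = 2.81e-10), with every lactating pool below every control pool. Its differences in the 3 intestinal segments lay between -0.01 and 0.16. The effect of lactation differed between tissues for Slc34a2 (interaction, adjusted p = 3.38e-08) and for Hao2 (adjusted p = 8.17e-09) by limma's F test. The same test called 399 clusters, and the study's repeated measures mixed model, fitted to the same values, gave 487 at an adjusted p under 0.05. The effect in the liver differed from the mean effect in the 3 intestinal segments for 398 clusters, 166 with the higher difference in the liver and 232 with the lower. The effect in the jejunum differed from the mean of duodenum and ileum for 48 clusters, 28 with the higher difference in the jejunum and 20 with the lower, and for 45 with the replicate number in the model, 22 higher and 23 lower. The interaction count was between 223 and 264 without control pool 2, control pool 3, lactating pool 3 or lactating pool 4, and at most 401 with any single pool left out.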

Since the primary purpose of this study was to characterize the influence of lactation on gene expression on these tissues, the interaction term was not used. The tissue effect p-values indicated that many (70% at p < 0.01) genes were differentially expressed across tissues, due to the large difference in cell types between the liver and the small intestine. Therefore, we chose the cutoffs of a physiologic state main effect at p < 0.05 and the effect of lactation within at least one tissue at p < 0.01, as described in the Methods.

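Slc39a4, a zinc importer of the enterocyte (cluster 7329323), had a mean log2 value of 11.73 ± 0.06 in the control jejunum and 8.66 ± 0.14 in the control liver (SD, n = 4 pools each). In the jejunum, control pool 3 stood at 11.82 and the other control pools at 11.69. The 4 tissues differed for 11760 of the 19434 clusters (60.5%) at an adjusted p under 0.05 by limma's F test over the tissues. At the paper's threshold, applied to limma's unadjusted p, the share was 55.3%.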

Although not as many genes were detected as significantly differentially expressed compared to the overall tissue effect, the overall physiologic state effect and the pairwise comparisons (effect of lactation in each tissue) showed a high number of low p-values, indicating that the tissues in question responded to lactation at the level of mRNA. 

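In the liver, Pnpla3, a lipid droplet protein, rose by 2.34 ± 0.26 (adjusted p = 9.97e-07), and Elovl6, a fatty acid elongase, rose by 1.74 ± 0.22 (adjusted p = 7.43e-06). Plppr1 fell by 2.35 ± 0.21 (adjusted p = 2.08e-08) in the same tissue. In the jejunum, Adipoq, the adipocyte hormone adiponectin, fell from 6.35 ± 0.50 to 3.41 ± 0.33 (mean log2 value ± SD, n = 4 pools each, adjusted p = 1.5e-07), and Plb1, a brush border phospholipase, fell from 9.10 ± 0.76 to 5.31 ± 0.73 (adjusted p = 0.000908). In the ileum, Has2, a hyaluronan synthase, fell from 8.29 ± 0.44 to 6.46 ± 0.31 (adjusted p = 4.02e-06). Adipocyte markers as a list of 8 genes were lower in the jejunum of lactating rats, with 2 members called lower (adjusted p = 0.0265 with an estimated correlation), but not with the replicate number in the model (adjusted p = 0.0666). Lactation changed 366 clusters in the liver (139 higher, 227 lower), 125 in the duodenum (71 higher, 54 lower), 157 in the jejunum (67 higher, 90 lower) and 249 in the ileum (93 higher, 156 lower). A total of 785 clusters were called in at least 1 tissue and 5 in all 4 tissues. With the replicate number in the model the counts were 803 in the liver (319 higher, 484 lower), 361 in the duodenum (255 higher, 106 lower), 409 in the jejunum (184 higher, 225 lower) and 735 in the ileum (310 higher, 425 lower). Of the differentially expressed genes in duodenum, 56.8% were higher in lactating rats with the deposited values and 41.5% after quantile normalization within the tissue. In the liver the count was 216, 234, 238 and 211 without control pool 2, control pool 3, lactating pool 2 and lactating pool 3, and in the duodenum 83 and 76 without control pool 3 and lactating pool 3. In the jejunum it was 96, 86, 98 and 95 without control pool 2, control pool 3, control pool 4 and lactating pool 3. In the ileum it was 136, 114 and 155 without control pools 1, 2 and 4, and 101 and 120 without lactating pools 3 and 4.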

Several genes were downregulated in the duodenum only (34 genes), with 23 genes showing over a 50% decrease. 

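Gp2, the main membrane glycoprotein of pancreatic secretory granules, fell by 4.41 ± 0.49 (adjusted p = 1.21e-06) in the duodenum, and its differences in the other tissues lay between 0.04 and 0.21 (interaction, adjusted p = 1.83e-05). Slc38a5, an amino acid transporter, fell by 0.84 ± 0.12 (adjusted p = 9.7e-05) in the duodenum, with an interaction adjusted p of 0.000941. The study's pattern rule, applied to limma's p-values, put 38 clusters in the group lower in the duodenum only, and 26 of them were at 0.5 of the control value or less. The group held 59 clusters with the replicate number in the model and 19 when clusters had to reach a group mean of 6. The call of Slc38a5 ended with the study's mixed model.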

Members of this group are listed as pattern "-100" in Additional File 1. Histograms displaying the distribution of p-values are in Additional File 3: Histograms_of_p_values.ppt , and volcano plots displaying each tissue's response to lactation are in Additional File 4: Volcano_plots.doc.

### Approximation of false discoveries

The proportion of false positives is an approximation of the ratio of false positives in the list of genes listed as differentially expressed. An estimate of the number of false positives was calculated for all tissues using genes where p < 0.05 for an overall physiologic state effect, and for each tissue using genes with an effect of lactation within each tissue (here defined as a simple effect) of p < 0.01. Thus, the proportion of false positives (PFP) was calculated as (p-value cutoff × number of genes tested)/number of genes detected below the p-value cutoff. The PFP as defined by Fernando et al [21], is E(V)/E(R) where E(V) is the expected number of false rejections of the null hypothesis and E(R) is the expected number of rejections of the null hypothesis. Here we utilized the actual number of rejections of the null hypothesis as the expected value. Of all of the genes on the chip, 14,129 genes were found to be annotated and expressed in at least one tissue/physiologic-state combination and were used for statistical tests. Of those genes, 1,924 had an overall physiologic state p-value of less than 0.05, yielding a PFP of 0.37; at an overall physiologic state p < 0.01, 690 genes were detected, yielding a PFP of 0.20. 

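Over the 4 tissues, Slc39a4 was higher in lactating rats by 0.97 ± 0.06 (adjusted p = 8.88e-12). Pdk4, a kinase that inhibits pyruvate dehydrogenase, was lower, with a mean difference of -0.79 ± 0.15 (adjusted p = 0.00321), and Slc23a2, a vitamin C transporter, had -0.46 ± 0.07 (adjusted p = 0.000215). The state effect, the mean of the 4 tissue differences, passed an adjusted p under 0.05 in limma for 488 clusters, 186 higher and 302 lower. At the study's thresholds, 2695 of the 19434 clusters passed the first and 1231 the second with limma's unadjusted p, for an expected share of false positives of 0.361 and 0.158. The study's repeated measures mixed model, fitted to the same values, gave 2320 and 805 clusters, with shares of 0.419 and 0.241, and it passed an adjusted p under 0.05 for 14. The state effect was called for 3409 clusters with the replicate number in the model (1809 higher, 1600 lower), for 1423 without the pool as a block and for 157 when clusters had to reach a group mean of 6. It was called for 189, 239, 290 and 146 clusters without control pool 2, control pool 3, control pool 4 and lactating pool 3. With the replicate number in the model, the correlation of the arrays of 1 pool was estimated at -0.044. The arrays of a pool then count as separate replicates of the state, and the 3409 calls rest on this.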

PFPs for the individual tissues at a cutoff of p < 0.01 for the pairwise comparisons (simple effects) were 0.17 for the liver, 0.28 for the duodenum, 0.22 for the jejunum, and 0.18 for the ileum. 

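All 4 lactating pools lay above or below all 4 control pools for 5.21% of the clusters in the liver, 5.78% in the duodenum, 5.37% in the jejunum and 7.51% in the ileum. If the 8 pools could be exchanged freely, which the pairing by replicate number does not grant, chance would put 2.86% of clusters apart. Trpv6, an apical calcium channel, was apart in this way in the jejunum, and Hao2 in the liver. At the study's within-tissue threshold, the expected share of false positives with limma's p was 0.195 in the liver, 0.326 in the duodenum, 0.258 in the jejunum and 0.216 in the ileum. With the study's repeated measures mixed model these shares were 0.212, 0.357, 0.267 and 0.234 in the same order.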

The PFPs for the individual tissue calculations examined only the genes detected at a simple effect p < 0.01, and not at the combined overall physiologic state cutoff of p < 0.05 together with the within-tissue cutoff of p < 0.01, as some genes passed the p < 0.01 cutoff within a given tissue, but did not pass the initial overall physiologic state effect cutoff of p < 0.05. The rationale for not utilizing the overall physiologic state effect together with the within tissue physiologic state effect in the calculation was that these multiple tests were utilized for the same gene. Consequently, the list of genes reported at both p < 0.05 for the physiologic state and p < 0.01 for the comparison within a tissue was a subset of the list of genes that only show a p < 0.01 within a tissue. The physiologic state cutoff of p < 0.05 was chosen to protect against repeated testing for each tissue; this value was also chosen because changes that only occurred within one tissue would be difficult to detect if the overall physiologic state cutoff was made at p < 0.01. Approximations of the proportion of false positives in this range (0.17 - 0.28) have been reported previously [22].

### RT-PCR Validation of Microarray Data

Results from RT-PCR analyses agreed with the trends detected in the microarray analyses (Table 1). 

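On the arrays, Cyp1a1, a cytochrome P450 of xenobiotic metabolism (cluster 7336681), rose by 1.22 ± 0.32 (adjusted p = 0.0419) in the liver, and Cyp3a23-3a1 (cluster 7100149), another, rose by 0.75 ± 0.10 (adjusted p = 2.07e-05). Ugt2b35, a glucuronosyltransferase (cluster 7117373), fell by 1.50 ± 0.23 (adjusted p = 0.000484) in the jejunum and had a difference of -0.86 ± 0.23 (adjusted p = 0.0929, 0.0192 with the replicate number in the model) in the duodenum. This cluster is the one listed as Ugt2b36 (Ugt2b4) in Table 1. Fdft1, which forms squalene (cluster 7139070), rose by 0.98 ± 0.13 (adjusted p = 2.91e-05) in the duodenum and by 0.62 ± 0.13 (adjusted p = 0.011) in the ileum. Its differences were 0.47 ± 0.13 (adjusted p = 0.063, 0.0281 with the replicate number in the model) in the liver and 0.51 ± 0.13 (adjusted p = 0.0639, 0.0253 with the replicate number in the model) in the jejunum. Ratios of untransformed group means computed from the deposited values were within 2% of all 100 microarray ratios read from Tables 1, 2 and 4, with a largest difference of 0.53%. The RT-PCR measurements are not analysed here. The call of Cyp1a1 in the liver ended for 5 of the 8 pools left out in turn and with a group mean of 6 or more, array weights or the study's thresholds on limma's p-values, and that of Fdft1 in the ileum for 4 of the 8 pools left out in turn.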

In some cases, significance calls differed, but the directionality of the changes observed was consistent with the microarray data. Possible causes for disagreement included the fact that different methods of normalization were used between RT-PCR and the microarray.

**Table 1:** RT-PCR validation of selected genes from the microarray

RT-PCR Measurements	Transcript Cluster ID	RL	RD	RJ	RIL
Tmem97	7080099	1.52 (p = 0.021)	2.60 (p < 0.01)	1.59 (p = 0.42)	1.73 (p = 0.072)

Npc1l1	-	1.00 (p = 1.00)	1.27 (p = 0.49)	1.22 (p = 0.16)	0.88 (p = 0.72)

Abcb1a	7250393	0.82 (p = 0.91)	0.83 (p = 0.77)	0.72 (p = 0.09)	0.65 (p < 0.01)

Cyp1a1	7336681	2.98 (p = 0.93)	1.12 (p = 0.64)	2.06 (p < 0.01)	0.78 (p = 0.89)

Cyp3a23/3a1	7100149	1.83 (p = 0.12)	1.30 (p = 1.00)	BDL	BDL

Fdft1	7139070	1.36 (p = 0.11)	2.58 (p = 0.22)	1.02 (p = 0.99)	2.41 (p = 0.018)

Hmgcr	7202670	2.05 (p < 0.01)	1.52 (p = 0.30)	1.14 (p = 0.80)	1.18 (p = 0.48)

Slc39a4	7329323	2.71 (p = 0.59)	2.92 (p < 0.01)	2.20 (p < 0.01)	1.99 (p < 0.01)

Sqle	7317317	1.80 (p < 0.01)	2.66 (p = 0.034)	1.71 (p = 0.50)	1.59 (p = 0.056)

Ugt2b36 (Ugt2b4)	7117373	0.85 (p = 0.047)	0.76 (=0.41)	0.39 (p = 0.21)	0.62 (p = 1.00)

**Microarray** **Mean Log2** **Measurements**		**RL**	**RD**	**RJ**	**RIL**

Tmem97	7080099	1.92 (p < 0.01)	2.03 (p < 0.01)	1.82 (p < 0.01)	2.15 (p < 0.01)

Abcb1a	7250393	0.63 (p < 0.01)	0.66 (p < 0.01)	0.65 (p < 0.01)	0.70 (p = 0.01)

Cyp1a1	7336681	2.29 (p < 0.01)	1.23 (p = 0.35)	1.71 (p = 0.02)	0.67 (p = 0.03)

Cyp3a23/3a1	7100149	1.69 (p < 0.01)	0.98 (p = 0.81)	1.05 (p = 0.50)	1.04 (p = 0.58)

Fdft1	7139070	1.38 (p < 0.01)	1.98 (p < 0.01)	1.42 (p < 0.01)	1.55 (p < 0.01)

Hmgcr	7202670	1.97 (p < 0.01)	1.64 (p < 0.01)	1.17 (p = 0.14)	1.38 (p < 0.01)

Slc39a4	7329323	2.81 (p < 0.01)	1.89 (p < 0.01)	1.65 (p < 0.01)	1.68 (p < 0.01)

Sqle	7317317	1.83 (p < 0.01)	2.27 (p < 0.01)	1.72 (p < 0.01)	1.70 (p < 0.01)

Ugt2b36 (Ugt2b4)	7117373	0.96 (p = 0.86)	0.57 (p < 0.01)	0.37 (p < 0.01)	1.00 (p = 0.97)

Ratios were calculated as Lactating measurement divided by Control measurement. RT-PCR data is reported as the ratio of normalized measurements, and microarray data is reported as the ratio of normalized, untransformed intensities. p-Values were calculated using a mixed models approach as described in methods. RL, RD, RJ and RIL are the Ratio of Lactation to Control in liver (L), duodenum (D), jejunum (J), and ileum (IL), respectively. BDL, below detection limit

### Patterns

Patterns were identified using statistical pattern matching [23,24] by assigning each gene as significantly "up", "down", or "no change" detected in each tissue. The results of the statistical pattern matching showed that fifteen genes were upregulated in all four tissues, while thirty-one genes were downregulated in all four tissues. 

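Pbk and Kif20a, which act in mitosis, were in the group up in all tissues, with differences of 0.65, 0.88, 0.82 and 0.65 for Pbk and 0.55, 0.57, 0.42 and 0.55 for Kif20a in liver, duodenum, jejunum and ileum. Neither was called in a single tissue, while with the replicate number in the model Kif20a was called in the liver (adjusted p = 0.03), the duodenum (adjusted p = 0.0426) and the ileum (adjusted p = 0.0324). Over the tissues Pbk differed by 0.75 ± 0.16 (adjusted p = 0.0102) and Kif20a by 0.52 ± 0.10 (adjusted p = 0.00219). With the study's pattern rule on limma's p-values, 17 clusters were up in all tissues and 35 were down in all tissues. The groups held 41 and 66 clusters with the replicate number in the model. Without lactating pool 4, 41 clusters were up in all tissues, and without control pool 2, lactating pool 1 and lactating pool 3, 19, 20 and 12 were down.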

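Acmsd, an enzyme of tryptophan breakdown, rose by 2.11 ± 0.16 (adjusted p = 9.73e-10) in the liver and differed from the mean of the intestinal segments by 2.02 ± 0.17 (adjusted p = 8.7e-09). Igfbp2, which binds insulin-like growth factors, rose by 2.00 ± 0.31 (adjusted p = 0.000145) in the liver, with a difference from the intestine of 1.89 ± 0.32 (adjusted p = 0.000716). Adh6, an alcohol dehydrogenase, fell by 2.07 ± 0.16 (adjusted p = 9.73e-10) in the liver and differed from the intestine by -2.12 ± 0.17 (adjusted p = 3.52e-09), and Cadps, which acts in vesicle exocytosis, fell by 1.92 ± 0.20 (adjusted p = 2.61e-07). With limma's p-values, 98 clusters met the study's rule for up in the liver only and 146 that for down in the liver only, 26 of these at 0.5 of the control value or less. With the replicate number in the model, 182 were up and 251 down in the liver only. When clusters had to reach a group mean of 6, 52 were up and 72 down, and 74 and 96 were down without control pool 3 and lactating pool 1.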

Seventy-two genes were upregulated in liver only, and another ninety-nine genes were downregulated in liver only. Results from analyses of each pattern using DAVID [25] are shown in additional file 5: DAVID_output_file.txt.

Of the fifteen genes upregulated in every tissue (Table 2), seven were identified by DAVID as being involved in the Biosynthesis of Sterols pathway, where p = 4.59 × 10^-13^, using the list of "Up in All Tissues" for the DAVID analysis. 

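The genes up in all tissues included 9 with a known step in cholesterol synthesis, namely Acat2, Mvd, Idi1, Fdft1, Sqle, Lss, Cyp51, Msmo1 and Hsd17b7. Sqle, the squalene epoxidase (cluster 7317317), rose in the duodenum from 9.28 ± 0.04 to 10.46 ± 0.05 (mean log2 value ± SD, n = 4 pools each, adjusted p = 4.9e-05). Sqle also rose by 0.90 ± 0.16 (adjusted p = 0.00133) in the liver, by 0.78 ± 0.16 (adjusted p = 0.0136) in the jejunum and by 0.74 ± 0.16 (adjusted p = 0.0171) in the ileum. Mvd, the mevalonate diphosphate decarboxylase (cluster 7186293), rose in the liver from 9.06 ± 0.33 to 10.47 ± 0.31 (adjusted p = 9.68e-05), and Idi1, the isopentenyl diphosphate isomerase (cluster 7166170), rose in the ileum from 9.52 ± 0.17 to 10.42 ± 0.42 (adjusted p = 0.00114). Acat2, which condenses acetyl-CoA (cluster 7027017), rose in the duodenum from 8.94 ± 0.42 to 10.22 ± 0.33 (adjusted p = 0.022). Its differences were 1.00 ± 0.28 (adjusted p = 0.0657, 0.000141 with the replicate number in the model) in the liver, 0.84 ± 0.28 (adjusted p = 0.206, 0.00198 with the replicate number in the model) in the jejunum and 1.07 ± 0.28 (adjusted p = 0.0559, 0.000118 with the replicate number in the model) in the ileum. Msmo1, the sterol C4 methyl oxidase (cluster 7144691), was called in every tissue, from 0.49 ± 0.12 (adjusted p = 0.0319) in the liver to 1.13 ± 0.12 (adjusted p = 1.2e-06) in the duodenum. The call of Sqle ended without control pool 3 or lactating pool 1 in the jejunum and for 5 of the 8 pools left out in turn in the ileum, and that of Acat2 in the duodenum ended for 5 of the 8 pools left out in turn and with no pool as a block. The call of Msmo1 ended for 6 of the 8 pools left out in turn and with quantile normalization within each tissue or array weights in the liver, and for 6 of the 8 pools left out in turn in the jejunum.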

One gene, *transmembrane protein 97 *(*Tmem97*), has been identified as being regulated by the Srebp proteins [26,27], and was recently suggested to aid in Low density lipoprotein receptor (Ldlr) function [26]. Another gene, *RNA (guanine 9) methyltransferase domain containing 2 *(*Rg9mtd2*), is the homolog for a tRNA methyl transferase that occurs in yeast [28]. 

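Trmt10a, the current symbol of Rg9mtd2 (cluster 7199743), rose by 0.51 ± 0.10 (adjusted p = 0.00435) in the duodenum. Its differences were 0.24 ± 0.10 (adjusted p = 0.267) in the liver, 0.25 ± 0.10 (adjusted p = 0.296) in the jejunum and 0.37 ± 0.10 (adjusted p = 0.0531, 0.0228 with the replicate number in the model) in the ileum (n = 4 pools per state). Over the 4 tissues the gene was higher in lactating rats by 0.34 ± 0.06 (adjusted p = 0.00103).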

*Slc39a4_predicted *was upregulated in all tissues, consistent with increased zinc absorption during lactation, and is discussed further below.

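Slc39a4 rose by 1.50 ± 0.09 (adjusted p = 2.17e-11) in the liver, by 0.93 ± 0.09 (adjusted p = 2.61e-07) in the duodenum, by 0.72 ± 0.09 (adjusted p = 5.1e-05) in the jejunum and by 0.75 ± 0.09 (adjusted p = 2.11e-05) in the ileum. In each tissue all 4 lactating pools lay above all 4 control pools. The rise in the liver exceeded the mean of the intestinal segments by 0.70 ± 0.10 (adjusted p = 5.72e-05). The call held in each tissue with each of the 8 pools left out in turn.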

**Table 2:** Genes that displayed increased mRNA during lactation in all tissues

Transcript Cluster ID	Gene Name	RL	RD	RJ	RIL
7027017	Acetyl-Coenzyme A acetyltransferase	1.98 (p = 0.0173)	2.40 (p = 0.0049)	1.80 (p = 0.0363)	2.19 (p = 0.0128)

7080099	Transmembrane protein 96	1.92 (p = 0.0001)	2.03 (p = 2.8e-05)	1.82 (p = 0.0002)	2.15 (p = 8.7e-06)

7113785	Hydroxysteroid(17-beta) dehydrogenase 7	1.71 (p = 2.1e-06)	1.54 (p = 4.7e-05)	1.19 (p = 0.045)	1.51 (p = 0.0001)

7132836	PDZ binding kinase predicted*	1.56 (p = 0.0222)	1.88 (p = 0.0031)	1.66 (p = 0.0054)	1.54 (p = 0.0227)

7139070	Farnesyl diphosphate farnesyl transferase	1.38 (p = 0.0009)	1.98 (p = 4.7e-08)	1.42 (p = 0.0004)	1.55 (p = 4.1e-05)

7144691	Sterol-C4-methyl oxidase-like	1.41 (p = 0.0015)	2.19 (p = 1.9e-07)	1.45 (p = 0.0008)	1.80 (p = 8.2e-06)

7166170	Isopentenyl-diphosphate delta isomerase	1.61 (p = 0.0006)	2.11 (p = 2.8e-06)	1.33 (p = 0.0226)	1.91 (p = 2.6e-05)

7169182	Kinesin family member 20a_predicted*	1.46 (p = 0.0012)	1.50 (p = 0.0010)	1.33 (p = 0.0104)	1.45 (p = 0.0013)

7186293	Mevalonate (diphospho) decarboxylate	2.65 (p = 3.8e-05)	2.15 (p = 0.0004)	1.49 (p = 0.0316)	1.73 (p = 0.0042)

7199743	RNA (guanine-9-) methyltransferase domain containing 2	1.18 (p = 0.009)	1.42 (p = 3.6e-06)	1.19 (p = 0.0066)	1.30 (p = 0.002)

7250653	CYP51	1.24 (p = 0.0116)	2.14 (p = 1.8e-09)	1.50 (p = 4.2e-05)	1.89 (p = 6.7e-08)

7280610	UDP-Galactose-4-epimerase	1.65 (p = 0.0006)	1.50 (p = 0.0042)	1.36 (p = 0.0243)	1.53 (p = 0.0023)

7291805	Dehydrodolichyl diphosphate synthase	1.37 (p = 0.0003)	1.36 (p = 0.0005)	1.27 (p = 0.0041)	1.17 (p = 0.0447)

7317317	Squalene epoxidase	1.83 (p = 2.4e-05)	2.27 (p = 5.6e-07)	1.72 (p = 0.0001)	1.70 (p = 0002)

7329323	Solute carrier 39 (zinc transporter) member 4	2.81 (p = 2.5e-10)	1.89 (p = 9.9e-08)	1.65 (p = 2.1e-06)	1.68 (p = 1.2e-06)

To be considered part of a grouping, genes must have had a physiologic state p < 0.05 and at least one tissue simple effect p < 0.01. Reported p-values are the tissue simple effect p-values. The tissue simple effect p-value represents the comparison between Lactation and Control in the corresponding tissue. For the purposes of assigning patterns, the significance cutoff for the remaining tissues' simple effect p-values was set to p < 0.05. Abbreviations used as in Table 1. *Gene is at the Extended confidence level.

Thirty-one genes were identified as downregulated in all tissues (Additional File 6: Genes_with_decreased_mrna_all_tissues.doc). 

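Among the genes down in all tissues, Pdk4 had differences of -0.94 ± 0.25 (adjusted p = 0.0428) in the liver, -0.85 ± 0.25 (adjusted p = 0.156, 0.0413 with the replicate number in the model) in the duodenum, -0.65 ± 0.25 (adjusted p = 0.299) in the jejunum and -0.74 ± 0.25 (adjusted p = 0.169) in the ileum. Slc23a2 had -0.44 ± 0.12 (adjusted p = 0.0419), -0.52 ± 0.12 (adjusted p = 0.0232), -0.47 ± 0.12 (adjusted p = 0.0442) and -0.43 ± 0.12 (adjusted p = 0.0557, 0.0371 with the replicate number in the model) in the same order. Per1, a component of the circadian clock, fell by 0.61 ± 0.12 (adjusted p = 0.0071) in the ileum, and its differences in the other tissues lay between -0.31 and -0.26. The group was made with the study's unadjusted thresholds on limma's p-values, and it held 22 clusters when a group mean of 6 was required, 68 with array weights and 19 without the 8 arrays of replicate 4, an alternative chosen after seeing the data. Of 124 ratios read from Additional File 6, 122 were within 2% of those computed here, with a largest difference of 2.7%. The call of Per1 in the ileum ended without lactating pool 3 or lactating pool 4, and that of Pdk4 in the liver for 7 of the 8 pools left out in turn and with quantile normalization within each tissue or array weights. The call of Slc23a2 ended for 6, 5 and 7 of the 8 pools in liver, duodenum and jejunum, with array weights in all 3, and with quantile normalization within each tissue in liver and jejunum.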

According to the over-representation analysis in DAVID, the KEGG T cell receptor pathway was over-represented in this group (p = 0.004) [29,30] (Additional File 5), although only three genes appeared in this list. This pathway did not pass any of the multiple testing procedures available in DAVID, but is consistent with the IPA results, which flagged "T-cell signaling and differentiation" to be downregulated in the jejunum and ileum (Figure 1).

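Prkcq, a kinase of T cell activation (cluster 7166471), fell in the jejunum from 5.16 ± 0.29 to 4.41 ± 0.20 (mean log2 value ± SD, n = 4 pools each, adjusted p = 0.00126). Ptprc, the pan-leukocyte antigen CD45, fell by 0.77 ± 0.14 (adjusted p = 0.00341) in the jejunum and had -0.28 ± 0.14 (adjusted p = 0.481) in the ileum. Rasgrp1, an activator of Ras in lymphocytes, fell by 0.58 ± 0.11 (adjusted p = 0.00362) in the jejunum and by 0.43 ± 0.11 (adjusted p = 0.0404) in the ileum. Bmx, a kinase of the Tec family, fell by 0.78 ± 0.16 (adjusted p = 0.00875) in the jejunum and by 0.95 ± 0.16 (adjusted p = 0.000817) in the ileum, and Pik3cg, a lipid kinase of leukocytes, fell by 0.57 ± 0.13 (adjusted p = 0.0294) in the ileum. Calls ended without lactating pool 3 for Bmx in the jejunum, for 7 of the 8 pools left out in turn and with no pool as a block or centring on the median for Rasgrp1 in the ileum and for 5 of the 8 pools left out in turn for Pik3cg.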

**Figure 1:**
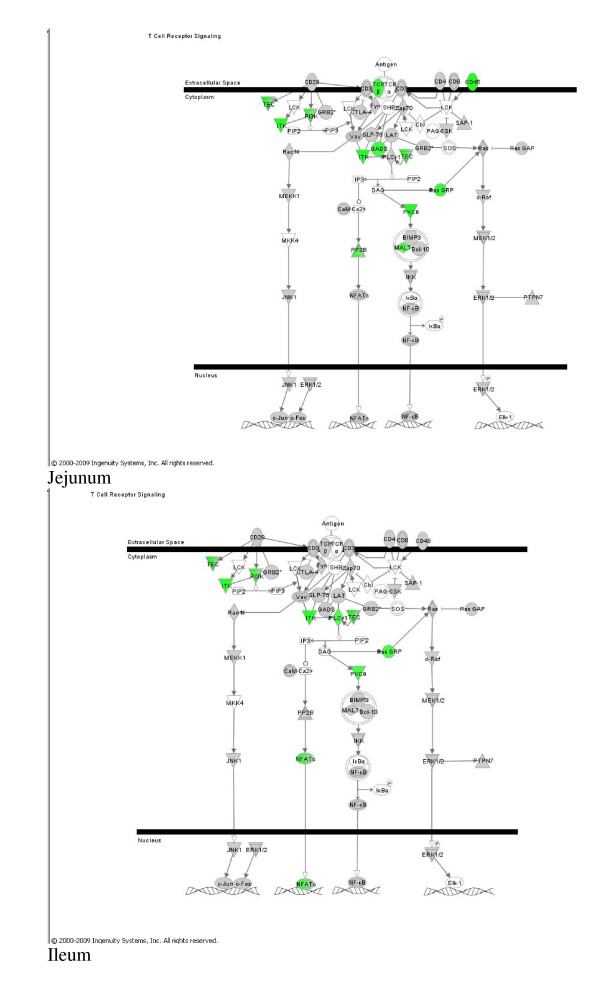
**T-cell signaling in lactating jejunum and ileum**. Downregulation of T-cell signaling in the jejunum (top, p = 1.68 × 10^-7^) and ileum (bottom, p = 4.7 × 10^-4^). Green shading indicates downregulation of the corresponding gene during lactation.

Genes downregulated only in the duodenum were also investigated using DAVID, as several genes revealed a strong downregulation in this tissue (Additional File 5). Many of these genes have been identified as being expressed in the pancreas, i.e., eight of the 34 genes in this group matched the Sp_PIR keyword "pancreas" (p = 5.00 × 10^-15^). 

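Pnliprp1, a pancreatic lipase-related protein (cluster 7043637), fell in the duodenum from 10.90 ± 0.55 to 5.02 ± 1.93 (mean log2 value ± SD, n = 4 pools each, adjusted p = 2.14e-08). The adjusted p rests on a spread shared by all 8 groups, with a standard error of 0.50, and not on the SD of 1.93 of the lactating duodenal pools. Clps, the cofactor of pancreatic lipase, fell by 3.94 ± 0.34 (adjusted p = 2.14e-08), and Rnase1, a secreted pancreatic ribonuclease, fell by 4.24 ± 0.28 (adjusted p = 1.13e-10). Of 23 markers of pancreatic acinar cells, 19 were lower and 1 was higher in the lactating duodenum, with a median difference of -4.10 (20 lower and 1 higher when adjusted over the list alone). The list as a whole was lower (adjusted p = 0.000348 with an estimated correlation, camera). The study had found pancreatic genes lower in these samples, so the list is not independent evidence of its direction. The higher member, Reg1a, a secreted lectin that the intestine also makes, rose by 1.36 ± 0.31 (adjusted p = 0.0311), and it rose by 2.26 ± 0.31 (adjusted p = 9.45e-05) in the ileum. Relative to the control mean, the median acinar marker stood at 0.22, -0.74, 0.58 and -0.06 in control pools 1 to 4 and at -4.73, -1.83, -3.93 and -5.54 in lactating pools 1 to 4. Markers of pancreatic endocrine cells differed by -0.16 ± 0.08 as the median of a pool. The call of Reg1a in the duodenum ended for 6 of the 8 pools left out in turn.

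**Figure D1:**
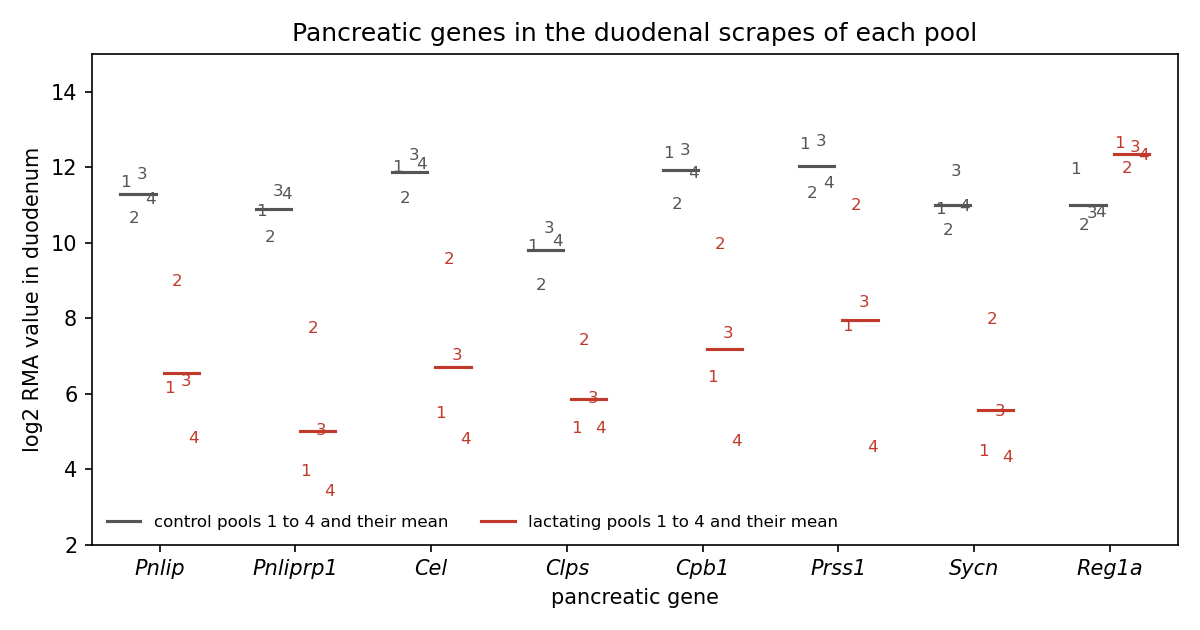
Log2 RMA value of 8 pancreatic genes in the duodenum, with 1 digit per pool giving its replicate number and bars at the mean of each state. Lactating pool 2 lies nearest to the control pools for most of the genes, and Reg1a is higher in lactating pools.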

The function of these genes in the duodenum and the reason for their poor expression in lactation is not known.

The list of genes upregulated in all parts of the small intestine was not significantly enriched by any KEGG pathways in DAVID. The term Lipid Biosynthetic Process was overrepresented (p = 0.001), although this term did not pass any multiple testing correction available in DAVID.

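Insr, the insulin receptor (cluster 7096070), fell by 0.65 ± 0.11 (adjusted p = 0.000863) in the ileum, and its differences were -0.35 ± 0.11 (adjusted p = 0.184, 0.0298 with the replicate number in the model) in the duodenum, -0.42 ± 0.11 (adjusted p = 0.0555, 0.00737 with the replicate number in the model) in the jejunum and -0.19 ± 0.11 (adjusted p = 0.525) in the liver. Igsf9, an adhesion molecule of the immunoglobulin superfamily, fell by 0.46 ± 0.11 (adjusted p = 0.041) in the jejunum and by 0.55 ± 0.11 (adjusted p = 0.0071) in the ileum. Il22ra2, a soluble receptor that binds interleukin 22, fell by 0.88 ± 0.18 (adjusted p = 0.0087) in the ileum. Rimbp2 and Ptprg passed the test in no tissue, and their largest differences were -0.32 ± 0.10 (adjusted p = 0.123) for Rimbp2 and -0.33 ± 0.11 (adjusted p = 0.175) for Ptprg. A difference between tissues was not shown for Insr (interaction, adjusted p = 0.278). Calls ended for 7 of the 8 pools left out in turn and with array weights for Igsf9 in the jejunum and without control pool 2 or lactating pool 3 in the ileum, and without control pool 2 or lactating pool 3 for Il22ra2.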

"The Fibronectin Type III fold" Interpro entry was flagged as overrepresented in the list of genes downregulated in the small intestine, but not in liver [*Interleukin receptor 22, alpha 2 (Il22ra2)*, *Immunoglobulin superfamily 9 *(*Igsf9), Insulin receptor (Insr), Rims binding protein 2 (Rimbp2)*, and *Protein tyrosine phosphate receptor type g *(*Ptprg*)]. However, the relevance of the downregulation of these genes in lactation is not known.

Categories overexpressed in the list of genes upregulated in the liver only included the gene ontologies for "response to nutrient levels" and "cholesterol metabolic process". 

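Among the genes up in the liver only, Aldoc, an aldolase of glycolysis, rose by 0.81 ± 0.12 (adjusted p = 6.59e-05) and Gpi, the glucose phosphate isomerase, rose by 0.36 ± 0.09 (adjusted p = 0.0189). Pmvk, the phosphomevalonate kinase, differed by 0.97 ± 0.31 in the liver (adjusted p = 0.122). Of 15 genes of fatty acid synthesis, 1 was called higher in the liver, Elovl6, and 5 were higher and 1 lower when adjusted over the list alone (adjusted p = 0.209 for the list with an estimated correlation). Of the 15, 5 were called higher and 1 lower with the replicate number in the model. The call of Gpi ended for 3 of the 8 pools left out in turn.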

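Bmf and Bcl2l11, which encode proteins that promote apoptosis, were among the genes down in the liver only. In the liver Bmf fell by 1.43 ± 0.11 (adjusted p = 9.73e-10) and Bcl2l11 fell by 0.62 ± 0.17 (adjusted p = 0.0471). Cdkn1a, an inhibitor of cyclin-dependent kinases, fell by 0.55 ± 0.14 in the same tissue (adjusted p = 0.0325). These 3 genes were chosen after their values were seen, and their calls were not tested with the alternatives. The effect of lactation differed between tissues for Bmf (interaction, adjusted p = 6.01e-08). A difference was not shown for Bcl2l11 (interaction, adjusted p = 0.452) or Cdkn1a (adjusted p = 0.491).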

The list of genes downregulated in the liver showed the gene ontology associated with positive regulation of programmed cell death and may partially explain the increased liver size during lactation [31,32].

### Bile acid biosynthesis

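Cyp7a1, the rate-limiting enzyme of bile acid synthesis (cluster 7283418), rose in the liver from 11.03 ± 0.37 in control pools to 11.87 ± 0.16 in lactating pools (mean log2 value ± SD, n = 4 pools each). This is a difference of 0.85 ± 0.20 (adjusted p = 0.0181), and a ratio of untransformed means of 1.76. The difference in the liver exceeded the mean of the 3 intestinal segments by 0.91 ± 0.21 (adjusted p = 0.0149). The call in the liver ended for 3 of the 8 pools left out in turn, with the study's thresholds on limma's p-values and, in an alternative chosen after seeing the data, without replicate 4 of both states.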

Expression of *Cyp7a1*, the enzyme catalyzing the rate limiting step of bile acid biosynthesis, was detected to be increased (p = 0.0002) in the liver with a 1.76-fold change. Few other changes were detected in the bile acid biosynthetic pathway. 

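In the liver, Cyp27a1, a sterol hydroxylase of the alternative pathway of bile acid synthesis, differed by 0.13 ± 0.13 (adjusted p = 0.776) and Cyp8b1, the sterol hydroxylase of cholic acid synthesis, by 0.19 ± 0.30 (adjusted p = 0.889). Akr1d1, a steroid reductase, had the largest difference of the further genes, -0.35 ± 0.16 (adjusted p = 0.379), and Baat, which conjugates bile acids to amino acids, had -0.25 ± 0.16 (adjusted p = 0.587). The differences of Cyp46a1, Ch25h, Cyp39a1, Slc27a5 and Acox2 lay between -0.08 and 0.03 (n = 4 pools per state), and each missed an adjusted p under 0.05. Of 12 measured genes of bile acid synthesis, Cyp7a1 alone was called higher in the liver. A p above the threshold does not show that a gene did not change. In the ileum Cyp27a1 fell by 0.85 ± 0.13 (adjusted p = 0.00023) and Baat fell by 0.65 ± 0.16 (adjusted p = 0.0352), a call that ended for 5 of the 8 pools left out in turn and with the study's thresholds on limma's p-values.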

Expression of *Cyp46a1, Ch25h, Cyp27a1, Cyp39a1, Cyp7b1, Cyp8b1, Akr1d1, Slc27a5, Acox2, Scp2*, and *Baat *[33] did not show a significant change in the liver, suggesting that the increase in bile acid biosynthesis observed was triggered by the increase in Cyp7a1 mRNA [15]. These data are consistent with our earlier detailed characterization of mRNA and protein expression of Cyp7a1, Cyp27a1 and Cyp8b1 in lactation [15].

### Ingenuity Pathways Analysis

The lists of differentially expressed genes for each tissue, based on the overall physiologic state effect p-value and the respective simple effects were examined by IPA. The three overrepresented pathways with the lowest p-values in each tissue are shown in Table 3, and selected pathways are discussed below.

**Table 3:** Top three pathways for overrepresentation in each tissue

Liver			
**Pathway**	**Fisher's Exact test p-value**	**BH p-value**	**Members**

Biosynthesis of steroids	3.50E-07	5.80E-05	↑Dhcr7, ↑Fdft1,↑Hmgcr,↑Idi1, ↑Lss, ↑Mvd, ↑Sqle

LXR/RXR Activation	1.57E-04	1.30E-02	↓Abcg5, ↓Abcg8, ↑Acaca, ↑Cyp7a1, ↓Hadh, ↑Hmgcr, ↓Lcat

Pentose/Phosphate Pathway	3.01E-04	1.67E-02	↑Aldoc, ↑G6pd, ↑Gpi, ↓H6pd, ↓Pgm5

			

**Duodenum**			

**Pathway**			

Biosynthesis of steroids	1.13E-10	1.74E-08	↑Dhcr7, ↑Fdft1, ↑Fntb, ↑Hmgcr, ↑Idi1, ↑Lss, ↑Mvd, ↑Sc5dl, ↑Sqle

Androgen and estrogen metabolism	1.35E-04	1.04E-02	↑Ftsj1, ↑Hsd11b1, ↑Hsd17b7, ↑Nsdhl, ↓Srd5a2, ↓Ugt2b7

Glycerolipid metabolism	1.46E-03	7.50E-02	↓Cel, ↓Clps, ↓Glb1l2, ↓Pnlip, ↓Pnliprp1, ↓Pnliprp2

			

**Jejunum**			

**Pathway**			

T-Cell receptor signaling	1.68E-07	2.78E-05	↓Bmx, ↓Cd8b, ↓Grap2, ↓Itk, ↓Malt1, ↓Pik3cg, ↓Pik3r1, ↓Ppp3cc, ↓Prkcq, ↓Ptprc, ↓Rasgrp1, ↓Trb

CD28 signaling in T helper cells	1.17E-05	6.74E-04	↓Grap2, ↓Itk, ↓Malt1, ↑Mapk9, ↓Pik3cg, ↓Pik3r1, ↓Ppp3cc, ↓Prkcq, ↓Ptprc, ↓Trb

TR/RXR activation	1.23E-05	6.74E-04	↑Fga, ↑Gh1, ↓Klf9, ↑Ldlr, ↓Pik3cg, ↓Pik3r1, ↓Thra, ↓Thrb, ↓Thrsp

			

**Ileum**			

**Pathway**			

Biosynthesis of steroids	9.42E-08	1.71E-05	↑Cyp24a1, ↑Dhcr7, ↑Fdft1, ↑Hmgcr, ↑Idi1, ↑Mvd, ↑Sc5dl, ↑Sqle

TR/RXR activation	3.16E-07	2.86E-05	↑Fga, ↑Gh1, ↓Klf9, ↑Me1, ↓Nfcor2, ↓Pck1, ↓Pik3c2b, ↓Pik3cg, ↓Pik3r5, ↓Ppargc1a, ↓Thra, ↓Thrb

Thrombopoietin signaling	4.85E-05	2.53E-03	↓Irs2, ↓Pik3c2b, ↓Pik3cg, ↓Pik3r5, ↓Plcg1, ↓Plcg2, ↓Prkce, ↓Prkcq

The pathways with the three lowest p-values from Fisher's exact test for pathways from IPA's "Canonical Pathways" database for each tissue are reported here along with the corresponding p-value from a right-tailed Fisher's exact test, the Benjamini-Hochberg (BH) adjusted p-value, and the genes within the pathway that showed differential expression within the respective tissue (Members). Arrows in the Members column indicate the direction of change in lactating animals relative to controls.

### Cholesterol synthesis and metabolism

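Of 16 genes of cholesterol synthesis measured here, 7 rose in the liver, 12 in the duodenum and 10 in the ileum, and none was lower. The counts were 11, 13 and 13 when adjusted over the list alone. Cyp51, the lanosterol demethylase (cluster 7250653), rose by 1.10 ± 0.12 (adjusted p = 8.92e-07) in the duodenum and by 0.90 ± 0.12 (adjusted p = 6.07e-05) in the ileum. Mvd rose by 1.09 ± 0.21 (adjusted p = 0.00465) in the duodenum, and Lss, the lanosterol synthase, rose by 1.05 ± 0.17 (adjusted p = 0.000309) in the liver. Hsd17b7, a ketosteroid reductase of the pathway, rose by 0.77 ± 0.12 (adjusted p = 0.000236) in the liver and by 0.61 ± 0.12 (adjusted p = 0.00812) in the duodenum. The list as a whole was higher with an estimated correlation in the liver (adjusted p = 0.0181), the duodenum (adjusted p = 0.000784) and the ileum (adjusted p = 0.00315) by camera. With the replicate number in the model, 11 genes rose in the liver and 15 in the ileum. The call of Hsd17b7 in the duodenum ended without control pool 1 or control pool 3.

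**Figure D2:**
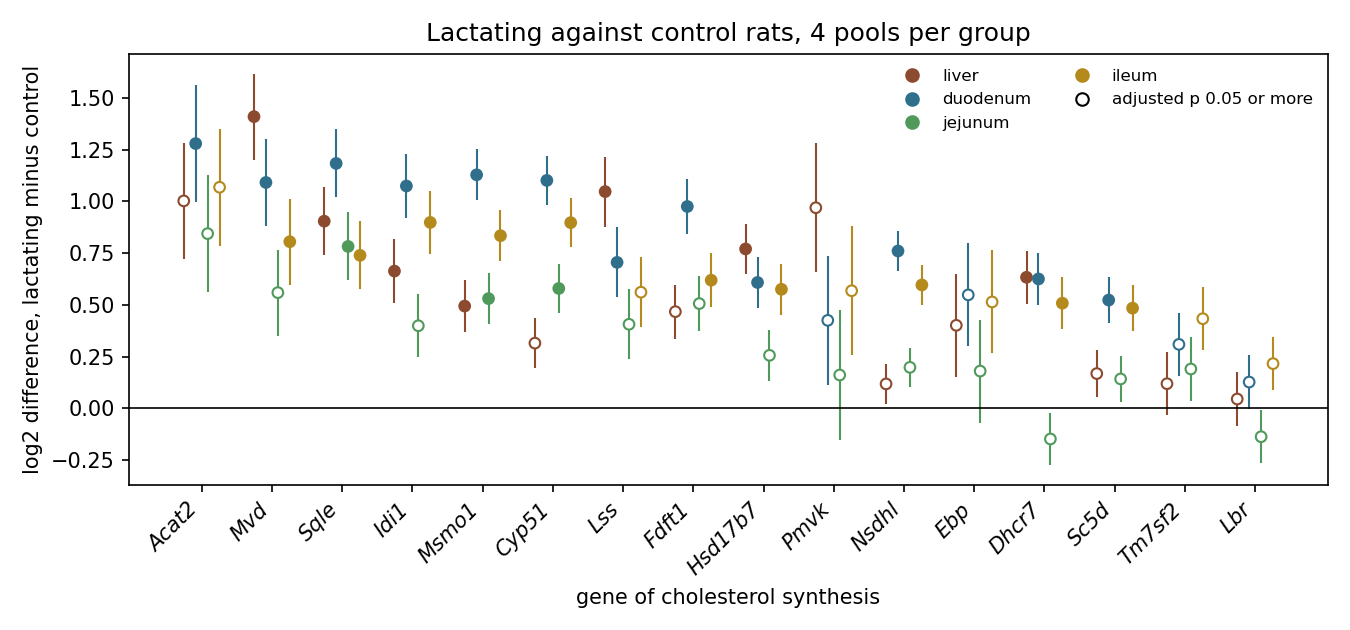
Difference between lactating and control rats (log2, ± standard error, n = 4 pools per state) for the 16 measured genes of cholesterol synthesis in liver, duodenum, jejunum and ileum. Filled symbols mark an adjusted p under 0.05, and 12 of the 16 are filled in the duodenum.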

"Biosynthesis of steroids" had the lowest p-value among IPA's "Canonical Pathways" in three of the four tissues, with the jejunum being the exception. At the designated cutoff (p < 0.01), the jejunum showed a much more modest change in the "biosynthesis of steroids" pathway (p = 0.011 for overrepresentation in jejunum; p < 1 × 10^-6 ^in all other tissues). 

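In the jejunum 3 of the 16 genes of cholesterol synthesis were called higher, namely Sqle, Msmo1 and Cyp51, and 8 were higher when adjusted over the list alone. Cyp51 rose by 0.58 ± 0.12 (adjusted p = 0.011) there, a call that ended for 4 of the 8 pools left out in turn. Mvd had a difference of 0.56 ± 0.21 (adjusted p = 0.277, 0.0455 with the replicate number in the model), Idi1 of 0.40 ± 0.15 (adjusted p = 0.297), Lss of 0.41 ± 0.17 (adjusted p = 0.349, 0.0151 with the replicate number in the model) and Hsd17b7 of 0.26 ± 0.12 (adjusted p = 0.435). The list's adjusted p was 0.153 with an estimated correlation, and with the preset correlation the list was higher. The jejunum's difference minus the mean of duodenum and ileum was -0.59 ± 0.17 for Idi1 (adjusted p = 0.198) and -0.45 ± 0.14 for Msmo1 (adjusted p = 0.244). A smaller effect in the jejunum was shown by this contrast for Dhcr7 (-0.72 ± 0.14, adjusted p = 0.0215) and Nsdhl (-0.48 ± 0.11, adjusted p = 0.0469). In the same tissue 7 of the 16 genes were called higher with the replicate number in the model.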

Detailed visualization of the pathway revealed that the upregulated sections of the "biosynthesis of steroids" pathway corresponded with cholesterol synthesis (Additional Files 7, 8, 9, 10: Biosynthesis_of_sterols_in_liver.jpg, Biosynthesis_of_sterols_in_duodenum.jpg, Biosynthesis_of_sterols_in_jejunum.jpg, and Biosynthesis_of_sterols_in_ileum.jpg). Since cholesterol synthesis is regulated by Srebp proteins, Srebp-regulated genes were investigated further. To determine if an exceptionally large number of Srebp-regulated genes were in the list of differentially expressed genes, a list of genes shown to be regulated by Srebp by detection through microarray analysis in Srebp-overexpressing and Scap knockout mice was used for a right-tailed Fisher's Exact test [34] using an online calculator (http://www.langsrud.com/fisher.htm). Here, a p-value of <0.01 in the tissue being tested was defined as a positive test for the purpose of determining whether a given gene was differentially expressed.

Of the 33 genes reported to be regulated by nuclear Srebp proteins [34], 29 were present in the data set. 

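Of the 33 genes that the paper took as regulated by Srebp, 25 had a named cluster here, and their background was 13224 named genes. In the liver 12 of the 25 rose (right-tailed Fisher's exact test, p = 9.53e-14), in the duodenum 13 (exact p = 1.44e-21) and in the ileum 11 (exact p = 7.27e-14). In the jejunum 5 rose (exact p = 4.16e-06), and no member was called lower in any tissue. Idi1 was among the genes that rose in 3 tissues, by 0.66 ± 0.15 (adjusted p = 0.0164) in the liver and by 1.07 ± 0.15 (adjusted p = 7.21e-05) in the duodenum, and Mvd rose in the ileum by 0.81 ± 0.21 (adjusted p = 0.0488). Adjusted over the list alone, 19 members rose in the liver, 16 in the duodenum, 9 in the jejunum and 18 in the ileum. Fisher's test takes genes as independent, while the correlation between members of this list was estimated at 0.241. As a set of genes, the list's adjusted p with an estimated correlation was 0.00403 in the liver, 0.00268 in the duodenum, 0.187 in the jejunum and 0.00516 in the ileum by camera. In the jejunum 9 members rose with the replicate number in the model (exact p = 7.31e-09), and 2 rose without lactating pool 1 or 3 and 3 without lactating pool 2 or 4. Without control pool 2, 3 or 4, 1 member rose there and Fisher's test no longer passed. In the ileum 5 rose without control pool 1, lactating pool 3 or lactating pool 4, and 7 without control pool 2. The call of Idi1 in the liver ended for 4 of the 8 pools left out in turn and with array weights. The call of Mvd in the ileum ended for 6 of the 8 pools left out in turn, with no pool as a block and with only the arrays of that tissue.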

A Fisher's exact test p-value of p < 0.001 was calculated for each tissue, with the jejunum (p = 0.00029) having the fewest genes displaying a significant change (eight genes). Additional File 11: Genes_Regulated_by_Srebp_proteins.doc lists members of the cholesterol biosynthetic pathway and other genes that have been shown to be differentially expressed in Srebp-overexpressing mice and Scap knockout mice [34] and indicates the p-values for each tissue and the ratio of the background-corrected, normalized, untransformed intensities (lactation intensity/control intensity). As shown in Figure 2, Hmgcr mRNA expression was increased in three of the four tissues, with no change detected in the jejunum (p = 0.14). mRNA expression for the genes (*Srebf1, Srebf2*) encoding the Srebp proteins were not differentially expressed, although a tendency for a change was detected in the jejunum, where the simple effect comparison p-value for Srebf1 was 0.0006, and the overall physiologic state effect p value was 0.054. 

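Srebf1, which encodes Srebp-1a and Srebp-1c (cluster 7078143), rose in the jejunum from 8.15 ± 0.08 in control pools to 8.87 ± 0.08 in lactating pools (mean log2 value ± SD, n = 4 pools each, adjusted p = 0.0263). Its differences were 0.07 ± 0.16 (adjusted p = 0.929) in the liver, 0.27 ± 0.16 (adjusted p = 0.68) in the duodenum and 0.13 ± 0.16 (adjusted p = 0.867) in the ileum, and the effect was not shown to differ between tissues (interaction, adjusted p = 0.277). Srebf2, which encodes Srebp-2, had differences between 0.02 and 0.23 over the 4 tissues and was called in none. The call of Srebf1 in the jejunum ended for 6 of the 8 pools left out in turn and with the study's mixed model.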

Expression of Insig1 mRNA, which is regulated by Srebp activity, showed a significant increase in each part of the small intestine. In contrast, an increase in Scap mRNA occurred in the liver only (p = 2.18E-7). 

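Insig1, which retains Srebp in the endoplasmic reticulum (cluster 7260283), rose in the duodenum from 10.63 ± 0.11 in control pools to 11.89 ± 0.15 in lactating pools (mean log2 value ± SD, n = 4 pools each, adjusted p = 1.61e-05). Its difference was 0.66 ± 0.16 (adjusted p = 0.0502, 0.0329 with the replicate number in the model) in the jejunum, 0.53 ± 0.16 (adjusted p = 0.114) in the ileum and 0.26 ± 0.16 (adjusted p = 0.583) in the liver. The effect of lactation on Insig1 differed between the 4 tissues (interaction, adjusted p = 0.0321, 0.0769 with the replicate number in the model).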

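Scap, the chaperone that carries Srebp to the Golgi (cluster 7340668), rose in the liver from 9.17 ± 0.20 in control pools to 10.15 ± 0.31 in lactating pools (mean log2 value ± SD, n = 4 pools each, adjusted p = 2.06e-06). Its differences were 0.17 in the duodenum, 0.05 in the jejunum and -0.13 in the ileum, each with a standard error of 0.11. The difference in the liver exceeded the mean of the intestinal segments by 0.95 ± 0.12 (adjusted p = 8.65e-06).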

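Tmem97 (cluster 7080099), a target of Srebp that aids LDL uptake, rose in the ileum from 8.52 ± 0.35 in control pools to 9.62 ± 0.37 in lactating pools (mean log2 value ± SD, n = 4 pools each, adjusted p = 0.000993). It rose by 0.94 ± 0.19 (adjusted p = 0.00364) in the liver, by 1.01 ± 0.19 (adjusted p = 0.00291) in the duodenum and by 0.85 ± 0.19 (adjusted p = 0.0188) in the jejunum. Over the 4 tissues its difference was 0.97 ± 0.11 (adjusted p = 6.21e-06), and the effect was not shown to differ between them (interaction, adjusted p = 0.934). The call in the jejunum ended for 6 of the 8 pools left out in turn.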

Ldlr mRNA was upregulated in the duodenum and jejunum, and Tmem97 mRNA, an Srebp target [26], was upregulated in all tissues; both Ldlr and Tmem97 proteins aid in LDL uptake by cells [26].

**Figure 2:**
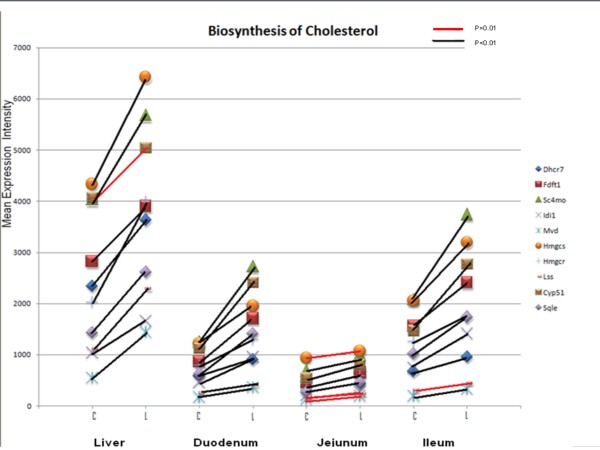
**Plot of Mean Intensities for Known Cholesterol Biosynthetic Enzymes**. The mean untransformed intensities were plotted against tissue/physiologic state combination. C and L indicate the mean of Control and Lactating samples, respectively, within each tissue. Abbreviations for genes are as follows. Dhcr7: 7-dehydrocholesterol reductase; Fdft1: farnesyl-diphosphate farnesyltransferase 1; Sc4mol: sterol-C4-methyl oxidase-like; Idi1: isopentenyl-diphosphate delta isomerase 1; Mvd: mevalonate (diphospho) decarboxylase; Hmgcs: 3-hydroxy-3-methylglutaryl-Coenzyme A synthase 1; Hmgcr: HMG Coenzyme A reductase; Lss: lanosterol synthase; Cyp51: cytochrome P450 family 51; Sqle: Squalene Epoxidase. A red line between Control and Lactating symbols for a given gene indicates p > .0.01 for the tissue pairwise comparison within the tissue from the mixed models repeated measures ANOVA on the log_2 _transformed intensities; the change was not considered significant for the purposes of determining a list of differentially expressed genes. A black line between C and L symbols indicates p < 0.01 as described above.

### Cholesterol uptake

The only gene known to mediate cholesterol uptake in the gut, Npc1l1 [35], is not contained in the extended dataset for the Affymetrix Rat Exon 1.0ST. Investigation of the "full" and "all" datasets indicated that no probeset on the chip was annotated as Npc1l1. Therefore, expression of Npc1l1 was investigated by RT-PCR (Table 1). No significant changes were detected in Npc1l1 expression in any tissue. 

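Abcg5 (cluster 7303106) fell in the liver from 8.38 ± 0.49 in control pools to 6.76 ± 0.38 in lactating pools (mean log2 value ± SD, n = 4 pools each, adjusted p = 5.37e-05). Abcg8 (cluster 7294657), the other member of the heterodimer that exports cholesterol, fell by 1.71 ± 0.27 (adjusted p = 0.000212) in the liver. In the ileum Abcg8 had a mean of 8.42 ± 0.37 in control pools and 7.55 ± 0.79 in lactating pools, a difference of -0.87 ± 0.27 (adjusted p = 0.114, 0.0371 with the replicate number in the model), and Abcg5 had -0.69 ± 0.23 (adjusted p = 0.165). In the duodenum and jejunum the differences of Abcg5 were -0.40 and -0.15, and those of Abcg8 -0.61 and -0.32. The difference in the liver was below the mean of the 3 intestinal segments, with -1.20 ± 0.24 (adjusted p = 0.00447) for Abcg5 and -1.10 ± 0.28 (adjusted p = 0.0342) for Abcg8.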

Abcg5 and Abcg8, which function as a heterodimer to efflux cholesterol from the enterocyte into the gut lumen and from the hepatocyte into bile [36], showed decreased expression in the liver (Abcg5 p = 2.9 × 10^-7^; Abcg8 p = 3.6 × 10^-6^) and in the ileum (Abcg5 p = 0.0062; Abcg8 p = 0.0048) (Table 4).

**Table 4:** ATP-Binding Cassette (ABC) transporters detected to be differentially expressed between Control and Lactating dams

Gene Symbol	Transcript Cluster ID	RL	RD	RJ	RIL	p < 0.01
Abca3	7065486	0.888 (p = 0.138)	0.931 (p = 0.329)	0.99 (p = 0.874)	0.8 (p = 0.007)	IL

Abca8a_predicted*	7083965	0.567 (p = 7.0E-04)	0.885 (p = 0.273)	0.942 (p = 0.744)	0.763 (p = 0.054)	L

Abcb1a	7250393	0.63 (p = 0.001)	0.663 (p = 0.002)	0.652 (p = 0.002)	0.697 (p = 0.005)	L,D,J,IL

Abcc5	7089622	0.818 (p = 0.021)	1.065 (p = 0.476)	0.938 (p = 0.471)	0.672 (p = 8E-05)	IL

Abcc6	7051110	0.886 (p = 0.109)	0.852 (p = 0.03)	0.884 (p = 0.089)	0.73 (p = 2.0E-04)	IL

Abcg2	7254219	0.949 (p = 0.666)	1.55 (p = 6.0E-05)	1.049 (p = 0.613)	1.203 (p = 0.049)	D

Abcg5	7303106	0.321 (p = 3.0E-07)	0.762 (p = 0.095)	0.901 (p = 0.515)	0.656 (p = 0.006)	L, IL

Abcg8	7294657	0.297 (p = 4.0E-06)	0.67 (p = 0.039)	0.803 (p = 0.261)	0.592 (p = 0.005)	L, IL

The p < 0.01 column indicates in which tissues a change was detected. Abbreviations are as defined for Table 1. *Gene is at the Extended level of confidence.

### Transporters

The (ABC) transporters that showed a significant change in at least one tissue were also investigated (Table 4). 

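Of 38 ABC transporters, 5 fell in the liver, namely Abcg5, Abcg8, Abcb1a, Abca8a and Abca6, and 1 rose in the duodenum, 1 fell in the jejunum and 2 fell in the ileum. Abca8a fell by 0.82 ± 0.16 (adjusted p = 0.00415) and Abca6 fell by 0.39 ± 0.10 (adjusted p = 0.0347) in the liver. In the liver 2 rose and 5 fell with the replicate number in the model, and by the same model 2 rose and 2 fell in the duodenum, 2 fell in the jejunum and 5 fell in the ileum. Abcd3, which carries fatty acids into peroxisomes, fell by 0.55 ± 0.11 (adjusted p = 0.0134) in the jejunum. As a list, the adjusted p in the ileum was 0.408 with an estimated correlation. The call of Abca6 in the liver ended for 6 of the 8 pools left out in turn and that of Abcd3 in the jejunum for 5 of the 8 pools left out in turn, and both ended with the study's thresholds on limma's p-values or the study's mixed model.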

The ABC transporters are a superfamily of membrane transporters with diverse substrates that in eukaryotes mediate the ATP-dependent efflux of endogenous substrates, including bile acids and cholesterol, as well as of xenobiotics, including many drugs. 

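Abcb1a (cluster 7250393), an efflux pump for xenobiotics, had a mean log2 value of 11.36 ± 0.25 in control jejunum and 10.75 ± 0.18 in lactating jejunum (SD, n = 4 pools each). It fell by 0.66 ± 0.17 (adjusted p = 0.0318) in the liver, and its difference was -0.63 ± 0.17 (adjusted p = 0.0838, 0.0142 with the replicate number in the model) in the duodenum, -0.61 ± 0.17 (adjusted p = 0.0816, 0.017 with the replicate number in the model) in the jejunum and -0.54 ± 0.17 (adjusted p = 0.118, 0.0274 with the replicate number in the model) in the ileum. Over the 4 tissues it was lower in lactating rats, with a mean difference of -0.61 ± 0.10 (adjusted p = 0.00067), and the effect was not shown to differ between tissues (interaction, adjusted p = 0.989). The call in the liver ended for 5 of the 8 pools left out in turn and with quantile normalization within each tissue.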

The ABC transporter Abcb1a (Mdr1a) was downregulated in every tissue. This protein effluxes xenobiotics across the apical domain of the hepatocyte and enterocyte and plays an important role in limiting absorption of orally administered substrates [37]. 

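Abcc5 (cluster 7089622) fell by 0.56 ± 0.13 (adjusted p = 0.0191) in the ileum and Abcc6 (cluster 7051110), a related efflux transporter, fell by 0.46 ± 0.11 (adjusted p = 0.027). Abcg2 (cluster 7254219), which pumps xenobiotics out of the enterocyte, rose in the duodenum from 10.07 ± 0.14 to 10.70 ± 0.12 (mean log2 value ± SD, n = 4 pools each, adjusted p = 0.00812). A difference between tissues was not shown for Abcc5 (interaction, adjusted p = 0.103) or Abcc6 (adjusted p = 0.592). For Abcg2 the interaction had an adjusted p of 0.0624, and of 0.0403 with the replicate number in the model. Calls ended for 6 of the 8 pools left out in turn for Abcc5, for 5 of the 8 pools left out in turn and with quantile normalization within each tissue for Abcc6 and without lactating pool 1 for Abcg2.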

Two members of the Abcc (Mrp) subfamily, Abcc5 and Abcc6, were downregulated in the ileum, while Abcg2 expression was increased in the duodenum.

Solute carrier proteins (Slcs) are a superfamily of proteins that transport many different molecules, including amino acids and ions (http://www.bioparadigms.org). All Slcs on the chip were investigated and those with a detected significant change in lactation in any tissue are shown in Additional File 12: Slcs.doc. 

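Of 295 solute carrier genes measured, 34 were called in at least 1 tissue. In the liver 4 rose and 12 fell, in the duodenum 6 rose and 3 fell, in the jejunum 7 rose and 5 fell, and in the ileum 2 rose and 4 fell. These counts were 9 and 18, 12 and 4, 13 and 10, and 5 and 14 with the replicate number in the model. In the liver Slc13a4, a sulfate transporter, fell by 1.08 ± 0.12 (adjusted p = 1.27e-06), Slc25a30, a mitochondrial carrier, fell by 1.75 ± 0.30 (adjusted p = 0.000669), and Slc1a2, a glutamate transporter, rose by 0.89 ± 0.14 (adjusted p = 0.000142). Slc7a15, an amino acid transporter, fell by 1.52 ± 0.24 (adjusted p = 0.000655) in the jejunum, and Slc52a3, a riboflavin transporter, rose by 0.97 ± 0.15 (adjusted p = 0.000318) in the duodenum. Slc6a20a, a proline transporter, fell by 0.93 ± 0.16 (adjusted p = 0.000917) in the duodenum and by 1.07 ± 0.16 (adjusted p = 0.000224) in the jejunum. With the study's repeated measures mixed model, 45 of the 295 genes (15.3%) had an unadjusted p under 0.05 for the state effect. By the study's rule and the same model, 13 genes (4.4%) changed in the liver, 11 (3.7%) in the duodenum, 21 (7.1%) in the jejunum and 10 (3.4%) in the ileum. All 140 ratios read from Additional File 12 were within 2% of those computed here, with a largest difference of 1.2%. The call of Slc25a30 ended with the study's thresholds on limma's p-values or the study's mixed model, and that of Slc52a3 with the study's mixed model.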

For each tissue, nearly 20% of the Slcs showed a change at an overall physiologic state effect of p < 0.05, and approximately 5% were declared significant after applying a p < 0.01 cutoff within a tissue (simple effect)

Slc39a4 is a transporter mediating the uptake of zinc in the intestine [38]. *Slc39a4_predicted *was one of fifteen genes to be significantly upregulated in every tissue (p < 1 × 10^-5^) (Additional File 1). Fold changes for *Slc39a4 predicted *based on untransformed intensity values ranged from 1.65 in the jejunum to 2.81 in the liver (Table 2).

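The ratio of untransformed group means of Slc39a4, lactating over control, was 2.81 in the liver, 1.90 in the duodenum, 1.65 in the jejunum and 1.68 in the ileum (n = 4 pools per state). In the liver its mean log2 value was 10.15 ± 0.11 in lactating pools and in the jejunum 12.44 ± 0.13 (SD), each further from the control mean than the spread between pools.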

### Thyroid signaling

A Fisher's exact test using IPA detected significant overrepresentation in the TR/RXR pathway in every tissue. 

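Of 22 genes of thyroid hormone receptors and their targets, 1 rose and 3 fell in the liver, 1 rose and 1 fell in the duodenum, 1 rose and 3 fell in the jejunum, and 4 fell in the ileum. In the liver Gpd2, the mitochondrial glycerol phosphate dehydrogenase, fell by 1.10 ± 0.17 (adjusted p = 0.00013) and Cpt1a, the carnitine palmitoyltransferase of the liver, fell by 0.91 ± 0.13 (adjusted p = 4.08e-05). Dio1, the deiodinase that activates thyroid hormone, fell by 0.89 ± 0.20 (adjusted p = 0.0104) in the liver. Thrsp, which promotes lipogenesis, fell by 1.27 ± 0.22 (adjusted p = 0.00209) in the jejunum, and Ppargc1a, a transcriptional coactivator, fell by 1.40 ± 0.19 (adjusted p = 6.81e-05) in the ileum. Fga, a fibrinogen chain, rose by 1.50 ± 0.25 (adjusted p = 0.000821) in the duodenum. In the liver 3 rose and 5 fell and in the ileum 1 rose and 4 fell with the replicate number in the model. When adjusted over the list alone, 3 rose and 8 fell in the liver and 2 rose and 7 fell in the ileum. As a list, the adjusted p with an estimated correlation was 0.286 in the liver, 0.414 in the duodenum, 0.399 in the jejunum and 0.091 in the ileum by camera. The call of Dio1 ended without control pool 3, and that of Cpt1a with the study's mixed model.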

(Additional Files 13, 14, 15, 16: Liver_canonical_pathways.txt, Duodenum_canonical_pathways.txt., Jejunum_canonical_pathways.txt., and Ileum_canonical_pathways.txt). Thyroid hormone receptor α (TRA, Thra) and thyroid hormone receptor β (TRB, Thrb) were both downregulated in the ileum and jejunum. 

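Thra (cluster 7071907) fell in the ileum from 7.24 ± 0.18 in control pools to 6.66 ± 0.09 in lactating pools (mean log2 value ± SD, n = 4 pools each, adjusted p = 0.00488), and its difference in the jejunum was -0.30 ± 0.11 (adjusted p = 0.277). Thrb (cluster 7136430) fell in the jejunum from 7.20 ± 0.14 to 6.66 ± 0.20 (adjusted p = 0.0452), and its difference in the ileum was -0.37 ± 0.13 (adjusted p = 0.208). A difference between tissues was not shown for Thra (interaction, adjusted p = 0.13) or Thrb (adjusted p = 0.605). The call of Thra in the ileum ended without control pool 2, and that of Thrb in the jejunum for 6 of the 8 pools left out in turn and with quantile normalization within each tissue.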

A decrease was also seen in the liver, but the change was not significant (p = 0.07 for TRA; p = 0.018 for TRB). 

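In the liver Thra differed by -0.19 ± 0.11 (adjusted p = 0.536) and Thrb by -0.33 ± 0.13 (adjusted p = 0.273) (n = 4 pools per state). In the duodenum, Thra differed by -0.01 ± 0.11 and Thrb by -0.14 ± 0.13.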

Surprisingly few of the downstream genes of TR/RXR were downregulated in the IPA depiction of this pathway. In some cases, overlap occurred with Srebp signaling, and increased signaling from Srebp appeared to have overridden decreased thyroid signaling. This seems to have occurred with *Acetyl-CoA Carboxylase alpha (Acaca) *in the liver and *Ldlr *in both the duodenum and jejunum [34]. 

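Acaca, the acetyl-CoA carboxylase that commits carbon to fatty acid synthesis (cluster 7070578), differed by 0.63 ± 0.17 (adjusted p = 0.0515, 0.0223 with the replicate number in the model) in the liver (n = 4 pools per state). Its differences were 0.33 in the duodenum, -0.26 in the jejunum and 0.24 in the ileum, each with a standard error of 0.17.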

One TRB/RXR regulated gene [39], *Kruppel like factor 9 (Klf9)*, which is a transcription factor associated with intestinal proliferation, was downregulated in every tissue (Additional Files 17, 18, 19, 20: Liver_thyroid_pathway.jpg, Duodenum_thyroid_pathway.jpg, Jejunum_thyroid_pathway.jpg, and Ileum_thyroid_pathway.jpg). 

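Klf9 (cluster 7040487) fell in the ileum from 7.80 ± 0.16 in control pools to 6.74 ± 0.14 in lactating pools (mean log2 value ± SD, n = 4 pools each, adjusted p = 1.04e-05). It also fell by 0.76 ± 0.12 (adjusted p = 0.000635) in the duodenum and by 0.79 ± 0.12 (adjusted p = 0.000604) in the jejunum. In the liver its difference was -0.44 ± 0.12 (adjusted p = 0.0676, 0.046 with the replicate number in the model). Over the 4 tissues the mean difference was -0.76 ± 0.08 (adjusted p = 5.24e-07).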

Klf9 knockout mice have shorter intestinal villi, although Klf9 is typically considered a transcriptional repressor and can also negatively regulate growth [40].

### Decreased mRNA from T-Cell receptor signaling and related pathways

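Of the 10 measured genes of T cell receptor signalling listed in Table 3, 4 fell in the jejunum, namely Bmx, Prkcq, Ptprc and Rasgrp1, and 3 fell in the ileum, namely Bmx, Pik3cg and Rasgrp1. Adjusted over the list alone, 10 fell in the jejunum and 7 in the ileum. Adjusted over all clusters with the replicate number in the model, 8 fell in the jejunum and 4 in the ileum. Malt1, a paracaspase of lymphocyte activation, differed by -0.39 in the jejunum (adjusted p = 0.0592, 0.0339 with the replicate number in the model), and Cd8b, a chain of the CD8 coreceptor, by -0.47 (adjusted p = 0.106, 0.0212 with the replicate number in the model). As a list, the genes were lower in the jejunum (adjusted p = 0.00403 with an estimated correlation) and in the ileum (adjusted p = 0.0402) by camera. In the duodenum 2 fell, Bmx and Ptprc (adjusted p = 0.0555 for the list with an estimated correlation), and in the liver 1 (adjusted p = 0.464). The counts were 3 in the duodenum and 2 in the liver with the replicate number in the model. In the duodenum the call of Bmx ended for 6 of the 8 pools left out in turn and that of Ptprc for 7 of the 8 pools left out in turn, and both ended without the pool as a block. The study chose these genes for their change in the same samples, so the counts are not independent evidence of their direction.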

mRNA of genes coding for the components of T-Cell receptor signaling pathway in IPA showed significant downregulation in the jejunum and ileum (p = 1.68 × 10^-7 ^and p = 4.7 × 10^-4^, respectively) (Figure 1). A similar pathway, the "CD28 receptor signaling in T helper cells" pathway was also downregulated in the jejunum, but substantial overlap between the two pathways suggested observation of the same events. These pathways are upstream of IL-2 production [41], however, the microarray detected no change in IL-2 mRNA in any tissue.

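Il2, which encodes interleukin 2, had differences of 0.21 ± 0.21 (adjusted p = 0.789) in the liver, -0.13 ± 0.21 (adjusted p = 0.933) in the duodenum, -0.11 ± 0.21 (adjusted p = 0.907) in the jejunum and -0.09 ± 0.21 (adjusted p = 0.944) in the ileum, each with n = 4 pools per state. Its mean log2 value in control pools was 3.87 in the jejunum and 4.14 in the ileum, in the lower part of the range of the arrays. No difference in Il2 was detected, which does not show that it is absent.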

## Discussion

### Cholesterol Biosynthesis

IPA and DAVID both flagged "Biosynthesis of Steroids" to be overrepresented in the list of differentially expressed genes in lactation in three of the four tissues (the jejunum displayed a p-value near the cutoff), and the list of genes upregulated in all tissues during lactation, respectively (Additional Files 7, 8, 9, 10). Visualization of this pathway revealed that the genes identified were components of the cholesterol biosynthetic pathway. Statistical pattern matching as well as results from overrepresentation analyses in both DAVID and IPA indicated that expression of cholesterol biosynthetic genes was induced in all tissues examined, although to a lesser extent in the jejunum (p = 0.011; Benjamini-Hochberg corrected p = 0.048, values calculated by IPA). Cholesterol and lipid biosynthetic genes are known to be regulated by transcription factors known as the Srebp proteins. Three Srebp proteins are encoded by two genes, *Srebf1 *and *Srebf2. Srebf1 *codes for Srebp-1a and Srebp-1c, while *Srebf2 *codes for Srebp-2. The Srebp proteins differ in their control of fatty acid synthesis and cholesterol biosynthesis [27,42,43]. Srebp-2 is associated with cholesterol biosynthesis, while the Srebp1 proteins are associated with fatty acid synthesis [27], although there appears to be overlap in the genes that are responsive to these transcription factors [34]. Srebp-1c is sensitive at the transcriptional level to LXR signaling [42,44,45], while all three share a mechanism for becoming an active transcription factor [42]. Under conditions of sufficient cholesterol concentrations, the protein product of Insulin stimulated gene (Insig) binds to Srebf Chaperone (Scap) to retain an Insig/Scap/Srebp complex in the endoplasmic reticulum [42,46]. In the absence of oxysterols and cholesterol, Insig is degraded and Scap is released from the endoplasmic reticulum; Scap then escorts the bound Srebp to the Golgi, where the N-terminus of the Srebp is cleaved from the full protein to generate the active form that functions as a transcription factor [43]. As indicated above, cholesterol synthesis is increased during lactation in both the liver and the small intestine [2,3] and Srebp target genes have also been shown to be upregulated in mammary tissue in lactating dams [47].

The observation that Srebp-regulated genes were upregulated is consistent with early data showing an overall increased cholesterol biosynthesis in lactation [5]. We currently do not know which Srebp isoforms are involved in the changes seen in lactation, as Srebp-1c, Srebp-1a and Srebp-2, are all able to regulate expression of cholesterol synthetic genes. However, Srebp-2 plays a stronger role in regulating these genes [27]. The only potential change detected in the mRNA for a Srebf gene was *Srebf1*, the gene associated with Srebp-1a and Srebp-1c, which showed increased mRNA levels in the jejunum.

In the liver, Scap mRNA showed a significant increase (p = 2.2 × 10^-7^). If this change were associated with an increase in Scap protein levels, then a probable mechanism for the increase in Srebp target genes in the liver would be increased transport of Srebp proteins to the Golgi, and their subsequent delivery to the nucleus [42]. Insig1 mRNA also showed a significant increase in all parts of the small intestine, but not in the liver. Insig1 functions to retain Srebp in the endoplasmic reticulum. Thus, increased expression of Scap in liver and increased expression of Insig1 in intestine provide a likely mechanism for the greater increase in cholesterol synthesis in liver vs. intestine observed by Feingold et al [5].

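The effect of lactation on Insig1 in the liver minus its mean effect in the 3 intestinal segments was -0.56 ± 0.17 (adjusted p = 0.0958). For genes of cholesterol synthesis the same comparison gave 0.59 ± 0.22 (adjusted p = 0.213) for Mvd, 0.49 ± 0.18 (adjusted p = 0.2) for Lss and 0.00 ± 0.17 (adjusted p = 0.999) for Sqle. Cyp51 had -0.55 ± 0.13 (adjusted p = 0.0154), the lower rise being in the liver. These values compare mRNA and do not measure the rate of synthesis.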

A number of factors contribute to the increased need for cholesterol in the lactating dam. The dam requires significant cholesterol for the increased synthesis of bile acids; 50% of cholesterol catabolized in the liver from nonlactating rats is used for bile acid synthesis [48]. Since the size of bile acid pool increases 2-3-fold at 10 -14 d of lactation [15], greater than 50% of cholesterol is likely catabolized to bile acids in lactation. The proportion of dietary cholesterol vs. endogenously synthesized cholesterol that is catabolized to bile acids in nonlactating vs. lactating rats is not known. Most importantly, cholesterol is an essential component of milk that supports membrane synthesis and neurodevelopment in the pups [49]. About 16 mg per day of cholesterol is secreted into the milk in rats [50]; between 32 and 40% of this cholesterol is synthesized in the mammary gland, while 11% is absorbed from the diet [7]. Thus, cholesterol synthesized in the liver makes up about 50% of cholesterol secreted in milk [7].

In addition to detecting a change in cholesterol synthesis, a possible mechanism for improved net cholesterol uptake was found. *Abcg5 *and *Abcg8 *show decreased levels of mRNA expression in the liver and ileum. A decrease in the concentration of active Abcg5/Abcg8 heterodimer in the intestine would be expected to yield an increase in net cholesterol uptake through decreased efflux from the enterocyte into the gut lumen, while decreased hepatic expression would minimize cholesterol secretion into bile [51]. The decreased expression of Abcg5/g8 mRNA in the liver, together with increased expression of cholesterol synthetic genes, likely serve to enhance conservation of cholesterol to allow for sufficient transfer of cholesterol into the milk and for synthesis of bile acids. 

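Over the 4 tissues, Abcg5 had a mean difference of -0.71 ± 0.14 (adjusted p = 0.00393) and Abcg8 of -0.88 ± 0.16 (adjusted p = 0.00266), while Mvd had 0.97 ± 0.13 (adjusted p = 3.71e-05) and Sqle 0.90 ± 0.10 (adjusted p = 3.09e-06). In the liver the difference was -1.61 for Abcg5 and -1.71 for Abcg8, which export cholesterol into bile, and 1.41 for Mvd and 0.90 for Sqle, which act in its synthesis. From the lower mRNA of Abcg5 and Abcg8 and the higher mRNA of cholesterol synthetic genes, the paper proposes that cholesterol is conserved for transfer into milk and for the synthesis of bile acids.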

Increased synthesis of bile acids would in turn serve to increase cholesterol absorption [16]. Taken together, these data suggest a concerted mechanism for enhancing net cholesterol absorption and minimizing its elimination to ensure sufficient cholesterol for incorporation into milk and bile acid synthesis, both important factors in maintaining the health of both the dam and pups.

### Zinc

Statistical pattern matching found that Slc39a4_predicted mRNA was increased (1.65 to 2.81 fold) in all tissues. Slc39a4 is a major zinc transporter associated with zinc import into the enterocyte [38], and zinc absorption is up-regulated in lactation [52-55]. 

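Of 23 measured genes of zinc transport and metallothioneins, 2 rose in the duodenum, Slc39a4 and Slc30a2, and 5 rose when adjusted over the list alone. Slc30a2, a zinc exporter, rose by 0.82 ± 0.16 (adjusted p = 0.0083) in the duodenum. In the liver Slc30a3, a vesicular zinc transporter, rose by 0.81 ± 0.13 (adjusted p = 0.00036), and Slc39a5, a zinc importer, fell by 0.66 ± 0.15 (adjusted p = 0.0128). In the ileum Slc39a14, an importer of zinc and iron, fell by 0.59 ± 0.10 (adjusted p = 0.000749). The list's adjusted p in the duodenum was 0.108 with an estimated correlation, and 0.0439 with the replicate number in the model. Zinc absorption was not measured on the arrays. The call of Slc30a2 ended with the study's thresholds on limma's p-values or the study's mixed model, and that of Slc39a14 with the study's mixed model. The call of Slc30a2 in the duodenum ended without control pool 4 or lactating pool 3. The call of Slc39a5 in the liver ended without control pool 3 or lactating pool 3.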

Taken together, these data imply that the increased expression of Slc39a4 mediates the increased zinc absorption that occurs in lactation. Zinc is an essential nutrient shown to be important in bone development [55], to play a role in stimulating the insulin pathway [56] and in controlling T-Cell activity [57]. Zinc requirements are increased during lactation relative to pregnancy, and therefore net zinc uptake needs to be increased to maintain zinc homeostasis during lactation in humans, particularly during early lactation [58]. 

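A2m, a protease inhibitor of plasma that binds cytokines (cluster 7258100), rose in the liver from a mean log2 value of 4.98 ± 0.53 in control pools to 8.90 ± 0.58 in lactating pools (SD, n = 4 pools each, adjusted p = 1e-12). The ratio of untransformed means was 15.2. Its differences in the 3 intestinal segments lay between -0.05 and 0.08, and the difference in the liver exceeded their mean by 3.92 ± 0.22 (adjusted p = 4.11e-12).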

Interestingly, alpha-2-macroglobulin (A2m) showed a substantial increase in mRNA expression (~15-fold) in the liver. Zinc can directly regulate A2m's ability to sequester cytokines [57,59,60] by enhancing formation of a form of A2m that contains free sulfhydryl groups, which serve as binding sites for the cytokines [60].

### Downregulation of mRNA from the T-Cell signaling pathway

Both the jejunum and ileum showed strong downregulation at the mRNA level of the proteins composing the T-Cell signaling pathway in IPA. These changes may reflect a decrease in the number of actual T-Cells in the small intestine of lactating rats.

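Of 18 further T cell genes outside Table 3, 1 fell in the jejunum, Cd6, a surface receptor of T cells (-0.70 ± 0.14, adjusted p = 0.00925), and 2 fell when adjusted over the list alone. In the jejunum 3 of the 18 fell with the replicate number in the model, with 1 in the duodenum and 3 in the ileum. Cd8a differed by -0.53 ± 0.21 (adjusted p = 0.319) in the jejunum, Cd3d, a chain of the T cell receptor complex, by -0.51 ± 0.45 (adjusted p = 0.739), and Cd4 by -0.12. Ctsw, a protease of cytotoxic lymphocytes, fell by 0.76 ± 0.14 (adjusted p = 0.00386) in the jejunum and by 0.68 ± 0.14 (adjusted p = 0.00952) in the ileum. Ptprc, which marks all leukocytes, had a mean of 9.56 ± 0.15 in control ileum and 9.28 ± 0.19 in lactating ileum (log2 value, SD, n = 4 pools each). The list of T cell genes outside Table 3 was not called with an estimated correlation in the jejunum (adjusted p = 0.354) or the ileum (adjusted p = 0.526). Its median differed by -0.33 ± 0.18 in the jejunum and -0.24 ± 0.13 in the ileum, with 2 of the 18 genes above 0 in each, and with the preset correlation the list was lower (adjusted p = 3.88e-05 and 0.00564). In the jejunum the median marker of fibroblasts and matrix differed by 0.35 ± 0.21 between states and that of endothelium by 0.17 ± 0.13. That of natural killer and cytotoxic cells differed by -0.233 ± 0.137 and that of MHC class II genes by -0.315 ± 0.117. The standard errors of these medians do not use the pairing by number. In every same-numbered pair of both segments, the median of the T cell genes outside Table 3 was lower in the lactating pool. Calls in the jejunum ended without control pool 2 or lactating pool 3 for Cd6 and without lactating pool 4 for Ctsw, and in the ileum for 3 of the 8 pools left out in turn for Ctsw.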

### Xenobiotic Transporters

Table 4 displays significantly different changes in mRNA concentration for the ABC transporters. Included in this list of genes are *Abcb1a (Mdr1a), Abcc5, Abcc6, and Abcg2. Abcb1a *showed decreased expression in all tissues in the microarray and this was successfully validated for the jejunum and ileum by RT-PCR. *Abcc5 *and *Abcc6 *also showed decreased mRNA expression in the ileum. Decreased expression of these efflux transporters would in general lead to an increased net absorption of their substrates. In contrast, Abcg2 showed increased expression in the duodenum, which would decrease absorption of substrates. Sample substrates for these proteins include drugs such as digoxin and cyclosporine A (Abcb1a, [61]), cGMP (Abcc5 [62]), the glutathione conjugate leukotriene C_4 _(Abcc6 [63,64]), and 2-amino-1-methyl-6-phenylimidazo[4,5-b] pyridine, a dietary carcinogen (Abcg2 [65]). Further work is needed to understand the impact of these specific changes within the context of lactation on the lactating dam and her pups.

### TR/RXR Pathway

IPA found members of the TR/RXR pathway to be overrepresented in the list of differentially expressed genes in each tissue. In both the ileum and jejunum, both TRA and TRB showed down-regulation. Although lactating rats are hypothyroid [4] and expressed lower levels of mRNA for thyroid receptor in these tissues, not all thyroid responsive genes were down-regulated, including Apoa5, Eno1, and Glut1, which showed no change in any tissue. 

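Apoa5, an apolipoprotein of triglyceride metabolism, had its largest difference in the jejunum, 0.52 ± 0.19 (adjusted p = 0.279). Eno1, the enolase of glycolysis, had 0.61 ± 0.30 (adjusted p = 0.423) in the liver, and Slc2a1, the glucose transporter Glut1, -0.13 ± 0.14 (adjusted p = 0.873) in the duodenum. Each was the largest of the gene's 4 tissue differences, and none passed an adjusted p under 0.05 (n = 4 pools per state). A p above the threshold does not show that these genes did not change.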

A more detailed picture of the thyroid receptor pathway can be found in Additional Files 17,18, 19, 20. Serum thyroid hormone levels and early steps in the pathway are likely downregulated as an attempt to conserve energy [4,66]. Fisher's exact test determines its p-values based on the counts of the number of genes in the list of differentially expressed genes and compares these to the total number of genes in the pathway relative to the total number of genes in the microarray. Therefore, pathways that overlap are likely to be detected as overrepresented if the overlapping genes are in the list of differentially expressed genes. Because some Srebp regulated genes are considered to be part of the TR/RXR pathway, the p-values for overrepresentation may be low, even if thyroid signaling overall was unchanged. However, changes in the mRNA levels of the thyroid receptors argue against this, since these receptors have not been shown to be Srebp targets.

## Conclusions

The present studies have shown an increase in the mRNA of enzymes involved in the cholesterol biosynthesis pathway, implying that the sterol regulatory element binding proteins are more active in the liver and small intestine in lactating vs nonlactating rats. The data are consistent with a coordinated response to the overall increased energy demands of lactation and the specific needs of the pups for cholesterol so that there is adequate cholesterol for incorporation into milk and increased synthesis of bile acids; the latter in turn function to increase the intestinal absorption of cholesterol and lipids. We also demonstrated a marked increase in the expression of a key transporter important in the uptake of the essential element, zinc. Finally, we detected decreased mRNA from genes associated with T-cell signaling in the jejunum and ileum.

## Methods

### Animals

Sixteen Sprague-Dawley rats that were lactating for 10-11 days and sixteen age-matched virgin controls were obtained from Harlan (Indianapolis, IN) and maintained on a 12 h light/dark cycle (6 AM lights on/6 PM lights off). Rats had free access to Teklad Global Diet 2018 (Harlan Laboratories, Cincinnati, OH) and water. In order to minimize the variance in energy demands on the lactating dam, pups were removed from large litters within 24 hours of birth so that all litters contained 8-11 pups. All animals were sacrificed at 16 h (10 h of light on a 12 h light/dark cycle; 4 PM), and the liver, duodenum, jejunum, and ileum were removed for total RNA extraction from each tissue. The first 5 cm of the small intestine following the pyloric sphincter was taken as the duodenum, while the 10 cm following the ligament of Trietz was discarded and the next 20 cm used as the jejunum. The 20 cm segment preceding the cecal valve was taken as ileum. The mucosal layer was removed by scraping at 4°C, and used for isolation of RNA from intestinal segments. RNA was extracted from homogenized tissue using Trizol (Invitrogen, Carlsbad, CA), and purified using RNeasy Mini Kit DNAse and columns (Qiagen, Valencia, CA). The integrity of all RNA samples was verified using an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA). Animal protocols were conducted in accordance with the National Institutes of Health Guidelines for the Care and Use of Laboratory Animals and were approved by the Institutional Animal Care and Use Committee of the University of Kentucky.

Each rat was assigned to one of four pools within the respective physiologic state (four control pools and four lactating pools). Pooled RNA samples, consisting of the RNA from the four rats within the same group, were created for each tissue, with individual rats composing the pools consistent across tissues. Each pooled sample (RNA from one tissue from one set of four rats) was loaded onto a separate chip. This resulted in the use of 32 chips (4 tissues × 2 "physiologic states" × 4 pools). Samples were prepared and processed according to the manufacturer's instructions by the University of Kentucky Microarray Core Facility (Lexington, KY).

### Selection of Genes on Which to Perform Statistical Analysis

Affymetrix Expression Console software was used to perform the Robust Multichip Average (RMA) [67,68] algorithm, which background corrected, quantile normalized, and log_2_-transformed gene level summaries of the Extended dataset. Affymetrix has divided the chip into various datasets, which represent different confidence levels with respect to the complementarities between the probe and the sense strand of the gene sequences. The Extended dataset consists of the Core dataset, which is made up of Refseq entries and full length mRNAs, as well as additional multiple annotations based on cDNA libraries. Although the Core dataset probes are the best annotated, the rat genome is not as well annotated as the human and mouse genomes, with many of the genes in the rat Extended dataset identified based on their similarity to human or mouse genes. Use of the Extended dataset allowed a more thorough analysis of the genome. The summarized values are an average taken across all exons.

The exon level Affymetrix DABG (Detection Above Background) values and the Affymetrix annotation file (version raex_1_0-st-v1.na27.rn4) were used to filter the data [69]. Exon level data was opened in Expression Console and the RMA algorithm and log_2 _transformations were performed. An exon was considered present if it had a DABG p < 0.01, indicating that the exon in question had an intensity greater than 99% of the background probes with the same GC content [69]. A gene was considered for analysis if at least one exon was detected on at least two chips within the same tissue and the same physiologic state, e.g., presence on two control liver chips. Genes were also removed if the Affymetrix annotation file contained a "---" or a blank for the "mRNA description" entry (Annotation file: raex_1_0-st-v1.na27.rn4). Of the 19,434 genes in the Extended dataset, 14,129 were utilized for statistical tests based on these criteria.

### Statistical Analysis

Since all four tissues were taken from each rat, a repeated measures mixed model ANOVA was used to determine if changes in expression were statistically significant for each gene [70]. JMP genomics (SAS Institute Inc, Cary, NC) was used to perform the ANOVA using compound symmetry to model the covariance matrices. Tissue, physiologic state, and the tissue*physiologic state interaction were treated as fixed effects, while "pool", a variable describing the combination of four individual rats to create a sample, was treated as a random subject variable.

A common method for addressing multiple testing issues involved in the analysis of microarrays is the Benjamini-Hochberg false discovery rate (FDR) correction. Several possibilities existed for attempting to address the issue of multiple testing. First, the physiologic state p-value could be adjusted to a fixed FDR. Alternatively, the individual unadjusted p-values for the simple effects could be set to a given value and an approximation of the number of false positives within a group could then be calculated. We chose the latter approach, set p < 0.01 as a cutoff and calculated the proportion of false positives (PFPs) for the simple effects that represented the pairwise comparisons within a tissue. We chose this method to balance the risk of false positives with the risk of false negatives. False negatives in the list of differentially expressed genes could interfere with downstream pathway analyses.

The overall physiologic state effect of p < 0.05 also served as an additional cutoff to reduce the total number of statistical tests performed. Selection of an overall physiologic state p-value of p < 0.01 was problematic, as genes that displayed differential expression in only one tissue might not be noticed due to the lack of change in the remaining tissues. In summary, genes were considered differentially expressed between control and lactation within a tissue if a significant physiologic state effect was observed at p < 0.05 and a simple effect for the pairwise comparison within a tissue was p < 0.01.

.CEL files and .CHP files describing the data are available through GEO under GSE19175 and analyzed data is available in Additional File 1.

### Detection of Biological Trends

Ingenuity Pathways (IPA) (http://www.ingenuity.com) was used to screen the results for biological trends. Differentially expressed genes were determined as described in the "Statistical Analysis" section above. The Rat Exon 1.0 ST chip was used as a background list.

A right tailed Fisher's Exact test was used to screen the IPA database and detect categories that were overrepresented based on genes detected to have a significant difference in expression. Available in IPA is the Benjamini-Hochberg correction, which attempts to control the number of false positives. This calculation is dependent on the size of the database. We chose not to use the Benjamini-Hochberg correction, but chose to fix the significance threshold at p < 0.01 for any given test. A p < 0.01 for the Fisher's Exact test indicated that more genes in the list of differentially expressed genes appeared in a pathway than would be expected by chance if the same number of differentially expressed genes were to be selected randomly from all genes on the chip. Both these p-values and the Benjamini-Hochberg p-values are provided in Table 3.

The lists generated by statistical pattern matching were analyzed by DAVID [25,29] with the 14,129 genes used for statistical analyses as the background list.

The lists screened for overrepresentation were the Canonical Pathways category in IPA and several databases in DAVID (see below). For the Srebp transcription factors, a report of the differential gene expression in mice overexpressing isoforms of Srebp and in Scap knockout mice was used to create an additional list of genes known to be regulated by the Srebp proteins [34]. Out of the 33 genes listed as regulated by nuclear Srebp-1a and Srebp2, 29 were identified as being on the chip at the level of the Extended dataset and were used to perform a right tailed Fisher's Exact test.

We used IPA's Canonical Pathways database for all changes detected within a tissue, while we used all Gene Ontology terms, COG ontology, Sp_PIR Keyword [71,72], UP_SEQ_Feature [71,72], Interpro [73], PIR_Superfamily [74], SMART [75,76], and KEGG [30,77,78] as databases in DAVID for testing each pattern detected by statistical pattern matching.

### Statistical Pattern Matching

In order to assign changes of RNA expression into biologically meaningful groups, a method of statistical pattern matching was used analogous to the one used by Arzuaga et al [23] and Hulshizer and Blalock [24]. mRNA from any given gene could increase expression, decrease expression, or show no change in expression in samples from lactating animals compared to controls in each tissue. The method for pattern matching is described in a step by step manner as follows. Only genes that tested positive for differential expression were used for pattern matching. These genes were assigned an additional significance call at p < 0.05 for each simple effect within a tissue. This was done to protect against incorrectly assigning a gene that systematically had low p-values as differentially expressed in only one tissue. For example, if a gene was downregulated with p values of less than 0.01 in the liver, duodenum, and jejunum, and a p of 0.03 in the ileum, the gene was assigned as differentially expressed in all tissues rather than in three of the four tissues. Although the gene would not have been considered differentially expressed for the purposes of evaluating which genes were differentially expressed in the ileum, the gene was considered differentially expressed for the purposes of assigning a pattern. This reduced the risk of falsely assigning the gene to another pattern in the presence of a false negative. The fold-change within a given tissue was then utilized to determine if a gene was upregulated or downregulated in each tissue. For each tissue, three values were multiplied to define the change in that tissue. One value was an integer that represented the tissue itself: 1000 for liver, 100 for duodenum, 10 for jejunum, and 1 for ileum. The second value was a multiplier to define whether or not there was a tendency (p < 0.05) for the gene to change expression in the given tissue, where p < 0.05 = 1; p > 0.05 = 0). The third value defined the directionality of the change, where upregulation = 1 and downregulation = - 1. The products of these values were used to define the change that occurred within a given tissue. For example a gene upregulated in the liver would have a value of 1000, i.e., 1000*1*1. The sum of this value for all tissues was taken to generate a unique value for every set of possible changes that could occur across tissues. For example a gene that was upregulated in every tissue except the ileum, where it was downregulated would have a value of 1009 (1000 + 100 + 10 - 1). The following groups were defined to be of particular importance and were investigated: up in all tissues, down in all tissues, up in all parts of small intestine, down in all parts of small intestine, up in liver, down in liver, and down in duodenum only.

### RT-PCR validation of microarray findings

The same total RNA samples used for the microarray were used for RT-PCR validation; RT-PCR was performed as reported previously [79], using the geometric average of Ctsb, Tmbim6, and Tmed2 as a normalization constant [15]. An aliquot of all cDNA samples was used to generate a standard curve.

Choosing an appropriate normalization constant was performed using methodology similar to that described by Andersen et al [80]. Methods for detecting valid internal controls require a list of candidate genes with little or no bias, since any bias that exists within the genes detected as valid internal controls would be transferred over to the newly calculated normalization factor [80]. Genes with high expression (mean log_2 _intensity from the microarray greater than or equal to 10) were sorted by their coefficients of variance. Microarray data for the twenty genes with the lowest coefficients of variance were input into Normfinder [80]. The single best gene to use as a control was Ctsb, and the best combination of two was found to be Tmbim6 and Tmed2. 

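On the arrays, Ctsb, a lysosomal protease, had its largest difference between lactating and control rats in the jejunum, 0.15 ± 0.07 (adjusted p = 0.44). Tmbim6 and Tmed2, proteins of the secretory membranes, had 0.09 ± 0.06 (adjusted p = 0.685) in the ileum and -0.13 ± 0.11 (adjusted p = 0.731) in the jejunum. The 3 genes passed the test in no tissue (n = 4 pools per state).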

We performed RT-PCR on these genes and chose to use the geometric mean of the three genes as a normalization constant. The same statistical model that was used to analyze the microarray results was used to analyze the normalized RT-PCR data.

cDNA was synthesized using High-Capacity cDNA Reverse Transcription Kits from Applied Biosystems (Foster city, CA) according to the manufacturer's instructions. Primers and Universal Probes Library (UPL) probes for real time RT PCR were designed and ordered from Roche Applied Science (Mannheim, Germany) using online software (http://www.universalprobelibrary.com). A list of primers is provided in Additional File 21: RT_PCR_primers.doc. The Roche Light Cycler 480 was used for performing the RT-PCR. Briefly, 1 μg of total RNA was used for cDNA synthesis, the synthesized cDNA diluted to 500 μL, and 5 μL of diluted cDNA used as template in a 20 μL reaction volume. For quantification analysis of real time RT-PCR data, a standard curve was generated by pooling all the cDNA samples to form one cDNA mixture and then diluting this cDNA mixture 10-, 100-, 1000- and 10,000-fold so that expression of the gene of interest was within the range of the standard curve.

## Authors' contributions

ATA performed statistical analyses and drafted the manuscript. LH performed statistical analyses. CRW, TZ, and PJ were involved in experimental design, sample collection and preparation. TZ also performed RT-PCR validation. AJS oversaw statistical analyses and aided in experimental design. MV led the experimental design, revised the manuscript, and oversaw the project. All authors read and approved the final manuscript.

## Supplementary Material

Additional File 1 **Statistical analysis and statistical pattern matching results (Statistical_Analysis_and_Statistical_Pattern_Matching_Results.txt)**. Results from statistical pattern matching are reported as a .txt file. Results are reported for all 14,129 genes considered for statistical analysis, but genes that were not differentially expressed in any tissue are assigned a pattern of zero. Transcript_ID is an identifier associated with the gene analyzed. The gene assignment entry was taken from the Affymetrix annotation file and displays which gene is associated with the given transcript ID. Tissue p, physiological state p, and tissue*physiological state p correspond to the p-values associated with the tissue main effect, physiological state main effect, and the interaction, respectively. p Liver, p duodenum, p jejunum, and p ileum represent the p-values associated with the corresponding simple effects Pattern indicates in which pattern a gene is detected. A zero indicates no differential expression. Otherwise, patterns are assigned as described in the Methods. Ratio liver, ratio duodenum, ratio jejunum, and ratio ileum represent the ratio of the mean of samples from lactating animals to the mean of samples from controls utilizing the untransformed microarray data. Click here for file

Additional File 2 **Benjamini-Hochberg false discovery rates (Benjamini_Hochberg_False_Discovery_Rates.txt)**. False Discovery Rate corrections [81] for all genes studied is presented in .txt format. Transcript_ID is an Affymetrix Identifier for each gene. False discovery rates are provided for the tissue*physiological state interaction term and the overall physiological state effect. Q-values were calculated as the number of false positives expected by chance (uncorrected p* total number of tests) divided by the total number of results with an equal or lower p-value. Click here for file

Additional File 3 **Histograms of p-values (Histograms_of_p_values.ppt)**. Histograms for A) tissue effect p-values, B) physiological state effect p-values, C) physiological state*tissue interaction p-values, and pairwise comparison p-values for D) the liver, E) duodenum, F) jejunum, and G) ileum presented as a .ppt file. While a large tissue effect was observed, a visible treatment effect (control vs. lactation) was also observed. Click here for file

Additional File 4 **Volcano plots (Volcano_plots.doc)**. Volcano plots comparing the log_2 _fold changes (reported as mean untransformed lactating intensity divided by untransformed mean control intensity) against the calculated pairwise comparison p-value for each individual tissue in .doc format. Volcano plots are for A) Liver, B) Duodenum, C) Jejunum, and D) Ileum. Each tissue responded differently to lactation. The blue line indicates the significance cutoff of p < 0.01. The number of differentially expressed genes were 420 in the liver, 337 in the duodenum, 402 in the jejunum, and 523 in the ileum, when an overall treatment main effect p-value cutoff of p < 0.05 was incorporated. 

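In the jejunum Trpv6 rose from 4.75 ± 0.40 to 7.61 ± 0.44 (mean log2 value ± SD, n = 4 pools each, adjusted p = 1.27e-09). With the study's repeated measures mixed model and both of its thresholds, fitted to all 19434 clusters, 457 changed in the liver (182 higher, 275 lower), 353 in the duodenum (228 higher, 125 lower), 454 in the jejunum (182 higher, 272 lower) and 554 in the ileum (191 higher, 363 lower). The same thresholds on limma's p-values gave 545, 442, 504 and 665 clusters in these tissues.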

Of particular note is a series of genes that were strongly downregulated in the duodenum (Additional File 1 pattern -100; discussed in Results.) Click here for file

Additional File 5 **DAVID output (DAVID_output_file.txt)**. DAVID was utilized to test specific patterns from statistical pattern matching. Patterns were chosen based on similarity between tissues and were "Up in All Tissues", "Down in all tissues", "Up in all parts of small intestine", "Down in all parts of small intestine", "Up only in liver", "Down only in liver", and "Down only in duodenum". Table truncated from output in DAVID. Genes listed by Affymetrix transcript cluster ID, which may be referenced in Additional File 1. Click here for file

Additional File 6 **Genes with decreased mRNA in all tissues (Genes_with_decreased_mrna_all_tissues.doc)**. To be considered part of a grouping, genes must have a physiologic state p < 0.05 and at least one tissue simple effect p < 0.01. Reported p-values are tissue simple effect p-values and represent the comparison between Lactation and Control in the corresponding tissue. For the purposes of assigning patterns, the significance cutoff for the remaining tissue simple effect was set to p < 0.05. Abbreviations used as in Table 1. *Gene is at the Extended confidence level. Click here for file

Additional File 7 **Biosynthesis of sterols in liver (Biosynthesis_of_sterols_in_liver.jpg)**. Image from IPA representing the "Biosynthesis of Sterols" in the liver as a .jpg file. Numbering system for enzymes in the pathway is taken from KEGG [77]. Components of the cholesterol biosynthetic pathway include 1.1.1.34 (Hmgcr), 2.7.1.36 (Mvk), 2.7.4.2 (Pmvk), 4.1.1.83 (Mvd), 5.3.3.2 (Idi1), 2.5.1.21 (Fdft1), and 1.14.99.7 (Sqle), 5.4.99.7 (Lss), and 1.3.1.21 (Dhcr7). Red shading indicates increased mRNA during lactation from the corresponding gene. Click here for file

Additional File 8 **Biosynthesis of sterols in duodenum (Biosynthesis_of_sterols_in_duodenum.jpg)**. Image from IPA representing the "Biosynthesis of Sterols" in the duodenum as a .jpg file. Numbering system for enzymes in the pathway is taken from KEGG [77]. Components of the cholesterol biosynthetic pathway include 1.1.1.34 (Hmgcr), 2.7.1.36 (Mvk), 2.7.4.2 (Pmvk), 4.1.1.83 (Mvd), 5.3.3.2 (Idi1), 2.5.1.21 (Fdft1), and 1.14.99.7 (Sqle), 5.4.99.7 (Lss), and 1.3.1.21 (Dhcr7). Red shading indicates increased mRNA during lactation from the corresponding gene. Click here for file

Additional File 9 **Biosynthesis of sterols in jejunum (Biosynthesis_of_sterols_in_jejunum.jpg)**. Image from IPA representing the "Biosynthesis of Sterols" in the jejunum as a .jpg file. Numbering system for enzymes in the pathway is taken from KEGG [77]. Components of the cholesterol biosynthetic pathway include 1.1.1.34 (Hmgcr), 2.7.1.36 (Mvk), 2.7.4.2 (Pmvk), 4.1.1.83 (Mvd), 5.3.3.2 (Idi1), 2.5.1.21 (Fdft1), and 1.14.99.7 (Sqle), 5.4.99.7 (Lss), and 1.3.1.21 (Dhcr7). Red shading indicates increased mRNA during lactation from the corresponding gene. Click here for file

Additional File 10 **Biosynthesis of sterols in ileum (Biosynthesis_of_sterols_in_ileum.jpg)**. Image from IPA representing the "Biosynthesis of Sterols" in the ileum as a .jpg file. Numbering system for enzymes in the pathway is taken from KEGG [77]. Components of the cholesterol biosynthetic pathway include 1.1.1.34 (Hmgcr), 2.7.1.36 (Mvk), 2.7.4.2 (Pmvk), 4.1.1.83 (Mvd), 5.3.3.2 (Idi1), 2.5.1.21 (Fdft1), and 1.14.99.7 (Sqle), 5.4.99.7 (Lss), and 1.3.1.21 (Dhcr7). Red shading indicates increased mRNA during lactation from the corresponding gene. Click here for file

Additonal File 11 **Genes regulated by Srebp proteins (Genes_Regulated_by_Srebp_proteins.doc)**. Genes that increase expression in Srebp-1a overexpressing mice and Srebp-2 overexpressing mice, and decrease expression in Scap knockout mice [34]. Overrepresentation analysis showed that genes in this list occurred more frequently than expected by chance in the lists of differentially expressed genes (p < 1 × 10^-4 ^in each tissue.) Abbreviations used as in Table 1. *Gene is at the Extended confidence level. Click here for file

Additional File 12 **Members of the Slc superfamily (Slcs.doc)**. Table displaying members of the Slc superfamily. The p < 0.01 column indicates in which tissues a change was detected. Abbreviations are as defined for Table 1. * Gene is at the Extended level of confidence. ^a^Substrates taken from the SLC tables database (http://www.bioparadigms.org/) Click here for file

Additional File 13 **Canonical pathways in the liver (Liver_canonical_pathways.txt)**. This file contains the canonical pathways in IPA and the corresponding -log_10 _p-values and the individual molecules that were detected as being in the list of overrepresented genes and part of each pathway (listed in the "molecules" column.) FDRs for the individual pathways are shown in a separate series of rows underneath the -log_10 _p-values. This table shows results utilizing the list of differentially expressed genes in the liver. Click here for file

Additional File 14 **Canonical pathways in the duodenum (Duodenum_canonical_pathways.txt)**. This file contains the canonical pathways in IPA and the corresponding -log_10 _p-values and the individual molecules that were detected as being in the list of overrepresented genes and part of each pathway (listed in the "molecules" column.) FDRs for the individual pathways are shown in a separate series of rows underneath the -log_10 _p-values. This table shows results utilizing the list of differentially expressed genes in the duodenum. Click here for file

Additional File 15 **Canonical pathways in the jejunum (Jejunum_canonical_pathways.txt)**. This file contains the canonical pathways in IPA and the corresponding -log_10 _p-values and the individual molecules that were detected as being in the list of overrepresented genes and part of each pathway (listed in the "molecules" column.) FDRs for the individual pathways are shown in a separate series of rows underneath the -log_10 _p-values. This table shows results utilizing the list of differentially expressed genes in the jejunum. Click here for file

Additional File 16 **Canonical pathways in the ileum (Ileum_canonical_pathways.txt)**. This file contains the canonical pathways in IPA and the corresponding -log_10 _p-values and the individual molecules that were detected as being in the list of overrepresented genes and part of each pathway (listed in the "molecules" column.) FDRs for the individual pathways are shown in a separate series of rows underneath the -log_10 _p-values. This table shows results utilizing the list of differentially expressed genes in the ileum. Click here for file

Additional File 17 **Thyroid pathway in liver (Liver_thyroid_pathway.jpg)**. Images from IPA for the TR/RXR pathway for the liver. Red shading indicates increased mRNA amounts of the respective gene during lactation, and green shading indicates decreased amounts of mRNA. Click here for file

Additional File 18 **Thyroid pathway in duodenum (Duodenum_thyroid_pathway.jpg)**. Images from IPA for the TR/RXR pathway for the duodenum. Red shading indicates increased mRNA amounts of the respective gene during lactation, and green shading indicates decreased amounts of mRNA. Click here for file

Additional File 19 **Thyroid pathway in jejunum (Jejunum_thyroid_pathway.jpg)**. Images from IPA for the TR/RXR pathway for the jejunum. Red shading indicates increased mRNA amounts of the respective gene during lactation, and green shading indicates decreased amounts of mRNA. Click here for file

Additional File 20 **Thyroid pathway in ileum (Ileum_thyroid_pathway.jpg)**. Images from IPA for the TR/RXR pathway for the ileum. Red shading indicates increased mRNA amounts of the respective gene during lactation, and green shading indicates decreased amounts of mRNA. Click here for file

Additional File 21 **RT-PCR primers (RT_PCR_primers.doc)**. Primer sequences for all genes analyzed by RT-PCR. Click here for file

# Supplementary material for: Differential gene expression in liver and small intestine from lactating rats compared to age-matched virgin controls detects increased mRNA of cholesterol biosynthetic genes
**Source:** BMC Genomics. 2011 Feb 3;12:95. doi: 10.1186/1471-2164-12-95
**Supplement:** Additional File 4 — Volcano plots (Volcano_plots.doc). Volcano plots comparing the log2 fold changes (reported as mean untransformed lactating intensity divided by untransformed mean control intensity) against the calculated pairwise comparison p-value for each individual tissue in .doc format. Volcano plots are for A) Liver, B) Duodenum, C) Jejunum, and D) Ileum. Each tissue responded differently to lactation. The blue line indicates the significance cutoff of p < 0.01. The number of differentially expressed genes were 420 in the liver, 337 in the duodenum, 402 in the jejunum, and 523 in the ileum, when an overall treatment main effect p-value cutoff of p < 0.05 was incorporated. Of particular note is a series of genes that were strongly downregulated in the duodenum (Additional File 1 pattern -100; discussed in Results.)

A

B

C

D

# Supplementary material for: Differential gene expression in liver and small intestine from lactating rats compared to age-matched virgin controls detects increased mRNA of cholesterol biosynthetic genes
**Source:** BMC Genomics. 2011 Feb 3;12:95. doi: 10.1186/1471-2164-12-95
**Supplement:** Additional File 6 — Genes with decreased mRNA in all tissues (Genes_with_decreased_mrna_all_tissues.doc). To be considered part of a grouping, genes must have a physiologic state p < 0.05 and at least one tissue simple effect p < 0.01. Reported p-values are tissue simple effect p-values and represent the comparison between Lactation and Control in the corresponding tissue. For the purposes of assigning patterns, the significance cutoff for the remaining tissue simple effect was set to p < 0.05. Abbreviations used as in Table 1. *Gene is at the Extended confidence level.

| Transcript Cluster ID | Gene Symbol | R L | R D | R J | R IL |
| --- | --- | --- | --- | --- | --- |
| 7040487 | Kruppel-like factor 9 | 0.74  (p=0.0014) | 0.59  (p=1.9e-06) | 0.58  (p-9.7e-07) | 0.48  (p=7.5e-09) |
| 7078982 | Chromodomain helicase DNA binding protein 3* | 0.76  (p=2.1e-05) | 0.71  (p=1.8e-06) | 0.80  (p=0.0004) | 0.77  (p=0.0001) |
| 7078988 | Jumonji domain containing 3 predicted* | 0.85  (p=0.0014) | 0.84  (p=0.0006) | 0.87  (p=0.0048) | 0.79  (p=1.5e-05) |
| 7092094 | Bromodomain and WD repeat containing 1_predicted* | 0.71  (p=0.0026) | 0.80  (p=0.0393) | 0.76  (p=0.0092) | 0.72  (p=0.0032) |
| 7092549 | RGD1562717_predicted* | 0.75  (p=0.0003) | 0.84  (p=0.0090) | 0.75  (p=0.0002) | 0.81  (p=0.0041) |
| 7094537 | Coiled-coil domain containing 50 | 0.75  (p=0.0007) | 0.84  (p=0.0212) | 0.68  (p=3.0e-05) | 0.77  (p=0.0017) |
| 7116362 | WD repeat and FYVE containing 3 predicted* | 0.81  (p=0.0086) | 0.85  (p=0.0340) | 0.86  (p=0.0465) | 0.78  (p=0.0022) |
| 7129810 | Calcium/calmodulin-dependent protein kinase II gamma | 0.76  (p=0.0047) | 0.83  (p=0.0350) | 0.61  (p=7.4e-06) | 0.57  (p=1.2e-06) |
| 7140113 | Leucine-rich repeats and calponin homology (CH) domain containing 1* | 0.87  (p=0.0252) | 0.84  (p=0.0072) | 0.86  (p=0.0147) | 0.81  (p=0.0013) |
| 7166075 | RGD1560155_predicted* | 0.82  (p=-.0060) | 0.83  (p=0.0105) | 0.86  (0.0343) | 0.78  (p=0.0011) |
| 7171399 | Mucosa associated lymphoid tissue lymphoma translocation gene 1_predicted* | 0.86  (p=0.0219) | 0.87  (p=0.0456) | 0.76  (p=0.0002) | 0.86  0.0214) |
| 7179785 | Nuclear factor I/X (CCAAT-binding transcription factor)* | 0.73  (p=4.8e-08) | 0.86  (p=0.0007) | 0.87  (p=0.0019) | 0.85  (p=0.0003) |
| 7198002 | Sortillin 1* | 0.85  (p=0.0119) | 0.87  (p=0.207) | 0.78  (p=0.0003) | 0.77  (p=0.0003) |
| 7219624 | REV3-like, catalytic subunit of DNA polymerase zeta (yeast)* | 0.80  (p=0.0346) | 0.79  (p=0.0174) | 0.69  (p=0.0009) | 0.74  (p=0.0045) |
| 7230017 | Low density lipoprotein receptor-related protein 4 | 0.85  (p=0.0250) | 0.87  (p=0.0405) | 0.79  (p=0.0019) | 0.77  (p=0.0010) |
| 7243436 | RAS guanyl releasing protein 1 (calcium and DAG-regulated) | 0.81  (p=0.0202) | 0.82  (p=0.0275) | 0.67  (p=0.0004) | 0.74  (p=0.0032) |
| 7245188 | Solute carrier family 23 (nucleobase transporters), member 2 | 0.74  (p=0.0005) | 0.70  (p=0.0001) | 0.74  (p=0.0002) | 0.72  (p=-.0006) |
| 7247292 | RGD1562582_predicted* | 0.81  (p=0.0277) | 0.81  (p=0.0265) | 0.73  (p=0.0014) | 0.80  (p=0.0135) |
| 7250393 | ATP-binding cassette, sub-family B (MDR/TAP), member 1 | 0.63  (p=0.0011) | 0.66  (p=0.0016) | 0.65  (p=0.0022) | 0.70  (p=0.0055) |
| 7260613 | Myeloid/lymphoid or mixed-lineage leukemia 5 (trithorax homolog, Drosophila)* | 0.77  (p=0.0093) | 0.80  (p=0.0192) | 0.77  (p=0.0064) | 0.76  (p=0.0076) |
| 7261911 | Pyruvate dehydrogenase kinase, isozyme 4 | 0.52  (p=0.0013) | 0.55  (p=0.0030) | 0.64  (p=0.0193) | 0.60  (p=0.0082) |
| 7278654 | Fatty acid amide hydrolase | 0.86  (p=0.0154) | 0.89  (p=0.0460) | 0.84  (p=0.0095) | 0.83  (p=0.0049) |
| 7297274 | Ataxin 7-like 1* | 0.71  (p=1.5e-06) | 0.89  (p=0.0341) | 0.89  (p=0.0383) | 0.81  (p=0.0007) |
| 7305576 | Phosphoinositide-3-kinase, catalytic, gamma polypeptide * | 0.82  (p=0.0462) | 0.77  (p=0.0048) | 0.69  (p=0.0003) | 0.67  (p=0.0002) |
| 7313779 | PCTAIRE protein kinase 2* | 0.79  (p=0.0087) | 0.80  (p=0.0108) | 0.82  (p=0.203) | 0.77  (p=0.0047) |
| 7318132 | Zinc finger protein 41 predicted* | 0.85  (p=0.0031) | 0.87  (p=0.0089) | 0.85  (p=0.0056) | 0.85  (p=0.0036) |
| 7322282 | Cold inducible RNA binding protein | 0.72  (p=0.0039) | 0.76  (p=0.0128) | 0.65  (p=0.0006) | 0.58  (p=0.0001) |
| 7326271 | Low density lipoprotein-related protein 1* | 0.69  (p=1.5e-05) | 0.62  (p=5.0e-07) | 0.65  (p=2.0e-06) | 0.65  (p=1.7e-06) |
| 7338021 | RGD1310552_predicted* | 0.69  (p=0.0001) | 0.84  (p=0.0295) | 0.74  (p=0.0010) | 0.65  (p=1.2e-05) |
| 7355138 | LOC301455* | 0.65  (p=0.0001) | 0.82  (p=0.0323) | 0.81  (p=0.0227) | 0.76  (p=0.0039) |
| 7376078 | O-linked N-acetylglucosamine (GlcNAc) transferase (UDP-N-acetylglucosamine:polypeptide-N-acetylglucosaminyl transferase) | 0.75  (p=0.0095) | 0.75  (p=0.0080) | 0.62  (p=4.9e-05) | 0.73  (p=0.0047) |

# Supplementary material for: Differential gene expression in liver and small intestine from lactating rats compared to age-matched virgin controls detects increased mRNA of cholesterol biosynthetic genes
**Source:** BMC Genomics. 2011 Feb 3;12:95. doi: 10.1186/1471-2164-12-95
**Supplement:** Additonal File 11 — Genes regulated by Srebp proteins (Genes_Regulated_by_Srebp_proteins.doc). Genes that increase expression in Srebp-1a overexpressing mice and Srebp-2 overexpressing mice, and decrease expression in Scap knockout mice [34]. Overrepresentation analysis showed that genes in this list occurred more frequently than expected by chance in the lists of differentially expressed genes (p < 1 × 10-4 in each tissue.) Abbreviations used as in Table 1. *Gene is at the Extended confidence level.

| **Gene Symbol** | **R L** | **R D** | **R J** | **R IL** | **p<0.01** |
| --- | --- | --- | --- | --- | --- |
| Acetoacetyl Coenzyme A synthetase | 1.92  (p=3.13e-05) | 1.45  (p=0.0077) | 1.03  (p=0.87) | 1.29  (p=0.075) | L,D |
| Acyl-CoA synthetase short-chain family member 2 | Not at extended level. |  |  |  | - |
| ATP citrate lyase | 1.23  (p=0.030) | 1.27  (p-0.026) | 1.01  (p=0.87) | 1.17  (p=0.13) | - |
| 7-dehydrocholesterol reductase | 1.54  (p=0.00060) | 1.54  (p=0.00066) | 0.89  (p=0.30) | 1.41  (p=0.0030) | L,D,IL |
| Farnesyl diphosphate synthase | Not at extended level |  |  |  | - |
| 3-hydroxy-3-methylglutaryl-Coenzyme A synthase 1 | 1.48  (p=0.00049) | 1.60  (p=7.38e-05) | 1.13  (p=0.17) | 1.55  (p=0.00021) | L,D,IL |
| 3-hydroxy-3-methylglutaryl-Coenzyme A reductase | 1.97  (p=6.15e-06) | 1.64  (p=0.00018) | 1.17  (p=0.13) | 1.38  (p=0.0072) | L,D,IL |
| Hydroxysteroid (17-beta) dehydrogenase 7 | 1.70  (p=2.1E-06) | 1.53  (p=4.73E-05) | 1.19  (p=0.045) | 1.50  (p=9.11E-05) | L,D,IL |
| Isopentenyl-diphosphate delta isomerase 1 | 1.60  (p=0.00061) | 2.11  (p=2.84E-06) | 1.33  (p=0.023) | 1.91  (p=2.58E-05) | L,D,IL |
| Cytochrome p450 51 | 1.24  (p=0.012) | 2.14  (p=1.79E-09) | 1.50  (p=4.22E-05) | 1.89  (p=6.8E-08) | D,J,IL |
| Low density lipoprotein receptor | 1.03  (p=0.83) | 1.63  (p=0.0042) | 1.87  (p=0.00076) | 1.29  (0.080) | D,J |
| Mevalonate (diphospho) decarboxylase | 2.65  (p=3.84E-05) | 2.15  (p=0.00041) | 1.49  (p=0.032) | 1.73  (p=0.0042) | L,D,IL |
| NAD(P) dependent steroid dehydrogenase-like | 1.08  (p=0.16) | 1.70  (p=3.95E-09) | 1.14  (p=0.024) | 1.52  (p=2.57E-07) | D,IL |
| Phosphomevalonate kinase | 1.91  (p=0.031) | 1.34  (p=0.16) | 1.15  (p=0.68) | 1.48  (p=0.17) | - |
| Lanosterol synthase | 2.07  (p=0.0010) | 1.65  (p=0.0091) | 1.32  (p=0.082) | 1.47  (p=0.026) | L,D |
| Squalene Epoxidase | 1.83  (p=2.35E-05) | 2.27  (p=5.58E-07) | 1.72  (p=0.00013) | 1.70  (p=0.00025) | L,D,J,IL |
| Farnesyl diphosphate farnesyl transferase 1 | 1.38  (p=0.00091) | 1.98  (p=4.65E-08) | 1.42  (p=0.00041) | 1.55  (p=4.13E-05) | L,D,J,IL |
| Sterol-C4-methyl oxidase-like | 1.41  (p=0.0015) | 2.19  (p=1.94E-07) | 1.45  (p=0.00082) | 1.80  (p=8.23E-06) | L,D,J,IL |
| Sterol c5 desaturase | 1.12  (p=0.13) | 1.44  (p=5.5E-05) | 1.10  (p=0.20) | 1.41  (p=0.00014) | D,IL |
| Transmembrane 7superfamily member 2 | 1.08  (p=0.47) | 1.24  (p=0.076) | 1.16  (p=0.26) | 1.33  (p=0.017) | - |
| Insulin induced gene 1 | 1.14  (p=0.14) | 2.40  (p=2.03E-07) | 1.59  (p=0.00079) | 1.45  (p=0.0044) | D,J,IL |
| proprotein convertase subtilisin/kexin type 9 | 1.16  (p=0.38) | 1.44  (p=0.03) | 1.28  (p=0.12) | 1.97  (p=0.00044) | IL |
| StAR-related lipid transfer (START) domain containing 4 | Not at extended level |  |  |  | - |
| Acetyl-Coenzyme A carboxylase alpha | 1.53  (p=0.0010) | 1.26  (p=0.059) | 0.83  (p=0.13) | 1.20  (p=0.16) | L |
| Cytochrome b5 type b | 1.15  (p=0.09) | 1.02  (p=0.81) | 0.96  (p=0.59) | 1.28  (p=0.0047) | IL |
| Fatty acid synthase | Not at extended level |  |  |  | - |
| Elongation of very long chain fatty acids)family member 6 (yeast) | 3.27  (p=1.96E-06) | 1.13  (p=0.46) | 1.41  (p=0.060) | 1.54  (p=0.19) | L |
| (Malic enzyme 1 NADP+ dependent) | 1.39  (p=0.00093) | 1.02  (p=0.82) | 1.02  (p=0.834) | 1.32  (p=0.0058) | L,IL |
| Sterol regulatory element binding factor 1* | 1.05  (p=0.67) | 1.21  (p=0.13) | 1.64  (p=0.00066) | 1.09  (p=0.46) | J |
| Aldolase C, fructose-bisphosphate | 1.73  (p=1.53E-07) | 1.18  (p=0.47) | 1.16  (p=0.067) | 0.96  (p=0.63) | L |
| Transmembrane protein 97 | 1.92  (p=6.92E-05) | 2.03  (p=2.79E-05) | 1.82  (p=0.00021) | 2.15  (p=8.66E-06) | L, D,J,IL |
| Retinol dehydrogenase 11 (all-trans/9-cis/11cis) | 1.33  (p=0.00029) | 1.25  (p=0.0031) | 1.01  (p=0.85) | 1.21  (p=0.011) | L,D |
| Mid1 interacting protein 1 (gastrulation specific G12 homolog (zebrafish)) | 1.25  (p=0.026 | 1.19  (p=0.10) | 0.93  (p=0.41) | 1.23  (p=0.046) | - |

# Supplementary material for: Differential gene expression in liver and small intestine from lactating rats compared to age-matched virgin controls detects increased mRNA of cholesterol biosynthetic genes
**Source:** BMC Genomics. 2011 Feb 3;12:95. doi: 10.1186/1471-2164-12-95
**Supplement:** Additional File 12 — Members of the Slc superfamily (Slcs.doc). Table displaying members of the Slc superfamily. The p < 0.01 column indicates in which tissues a change was detected. Abbreviations are as defined for Table 1. * Gene is at the Extended level of confidence. aSubstrates taken from the SLC tables database (http://www.bioparadigms.org/)

| **Gene Symbol** | **Probeset ID** | **R L** | **R D** | **R J** | **R IL** | **p<0.01** | **Substratea** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Slc1a2 | 7230622 | 1.855  (p=4.00E-07) | 1.09  (p=0.338) | 1.08  (p=0.444) | 1.23  (p=0.034) | L | L-Glu, D/L-Asp |
| Slc2a8 | 7237701 | 1.046  (p=0.645) | 1.27  (p=0.01) | 1.26  (p=0.011) | 1.18  (p=0.074) | D | Glucose,  Fructose,  Galactose |
| Slc4a1 | 7083011 | 1.009  (p=0.887) | 1.4  (p=3.00E-04) | 1.16  (p=0.072) | 1.16  (p=0.061) | D | Chloride Bicarbonate |
| Slc4a9 | 7169367 | 1.106  (p=0.029) | 1.08  (p=0.122) | 1.14  (p=0.009) | 0.97  (p=0.566) | J | Inconclusive |
| Slc4a10 | 7227986 | 1.048  (p=0.733) | 0.96  (p=0.665) | 0.65  (p=0.002) | 0.88  (p=0.318) | J | Inconclusive |
| Slc5a5 | 7144113 | 1.14  (p=0.122) | 1  (p=0.969) | 1.65  (p=4.00E-06) | 1.28  (p=0.012) | J | I- (ClO4-, SCN-,  NO3-, Br-) |
| Slc6a6 | 7256210 | 0.612  (p=7.00E-05) | 0.91  (0.337) | 0.93  (0.386) | 0.92  (0.368) | L | taurine |
| Slc6a9 | 7278898 | 0.775  (0.001) | 0.93  (273) | 0.91  (0.202) | 0.88  (0.067) | L | glycine |
| Slc6a20 | 7351229 | 0.856  (p=0.181) | 0.53  (p=4.00E-06) | 0.48  (p=5.00E-07) | 0.74  (p=0.008) | D,J,IL | imino acids (proline, pipecolate, sarcosine) |
| Slc7a9 | 7030676 | 1.242  (p=0.002) | 1.21  (p=0.005) | 1.04  (p=0.49) | 1.16  (p=0.027) | L, D | cationic amino acids, large neutral amino acids (system b0,+-like) |
| Slc7a15* | 7304464 | 0.72  (p=0.125) | 1.66  (p=0.018) | 0.33  (p=2.00E-05) | 0.46  (p=5.00E-04) | J, IL |  |
| Slc11a2 | 7331795 | 1.017  (p=0.815) | 1.63  (p=2.00E-06) | 2.15  (p=2.00E-09) | 0.79  (p=0.008) | D,J,IL | Fe2+, Cd2+, Co2+, Cu1+, Mn2+ |
| Slc12a6* | 7231152 | 0.865  (p=0.145) | 0.86  (p=0.111) | 0.82  (p=0.042) | 0.72  (p=0.002) | Il | Potassium,  Chloride |
| Slc13a1 | 7262846 | 0.995  (p=0.992) | 0.82  (p=0.046) | 0.51  (p=3.00E-07) | 1.16  (p=0.046) | J | Sulfate, selenate, thiosulfate |
| Slc13a4 | 7263646 | 0.469  (p=3.00E-09) | 0.93  (p=0.373) | 1.09  (p=0.305) | 0.97  (p=0.759) | L | Sulfate |
| Slc16a7 | 7326050 | 0.724  (p=0.015) | 0.66  (p=0.003) | 0.76  (p=0.037) | 1.12  (p=0.364) | D | Pyruvate, lactate, ketone bodies |
| Slc16a13 | 7079308 | 1.198  (p=0.116) | 1.27  (p=0.058) | 1.54  (p=0.002) | 1.02  (p=0.75) | J |  |
| Slc17a2_predicted* | 7157791 | 0.668  (p=7.00E-04) | 0.73  (p=0.007) | 0.67  (p=0.001) | 0.96  (p=0.746) | L,D,J | unknown |
| Slc22a1 | 7027120 | 0.73  (p=0.024) | 0.85  (p=0.194) | 0.62  (p=0.002) | 0.74  (p=0.023) | J | Organic cations, polyspecific |
| Slc23a2 | 7245188 | 0.737  (p-5.00E-04) | 0.7  (p=8.00E-05) | 0.72  (p=2.00E-04) | 0.74  (p=6.00E-04) | L,D,J,Il | L-Ascorbic acid |
| Slc25a23* | 7367943 | 0.71  (p=0.026) | 0.81  (p=0.122) | 0.67  (p=0.009) | 0.67  (p=0.009) | J, IL | ATP, ADP, AMP, and Pi |
| Slc25a25 | 7237652 | 0.453  (p=5.00E-05) | 0.89  (p=0.436) | 0.89  (p=0.5) | 0.88  (p=0.352) | L |  |
| Slc26a3 | 7297162 | 0.969  (p=0.636) | 0.87  (p=0.039) | 0.75  (p=2.00E-04) | 0.82  (p=0.005) | J, IL | SO42-, Cl-, HCO3-, OH-, oxalate |
| Slc26a8_predicted* | 7221187 | 0.661  (p=0.001) | 1  (p=0.863) | 0.69  (p=.003) | 0.78  (p=0.033) | L,J | SO42-, Cl-, oxalate |
| Slc28a2 | 7244077 | 1.04  (p=0.736) | 0.92  (p=0.311) | 1.59  (p=1.00E-05) | 1.15  (p=0.115) | J | Purine nucleosides, uridine |
| Slc30a3 | 7295580 | 1.737  (p=1.00E-05) | 1.07  (p=0.507) | 1.24  (p=0.032) | 0.85  (p=0.126) | L | Zinc |
| Slc30a6_predicted* | 7303630 | 1.037  (p=0.676) | 1.3  (p=0.004) | 1.11  (p=0.189) | 1.12  (p=0.201) | D | Zinc (by association only) |
| Slc34a2 | 7126150 | 0.651  (p=0.037) | 13.7  (p=1.00E-10) | 3.05  (p=3.00E-05) | 1.82  (p=0.023) | D,J | inorganic  phosphate |
| Slc35b1 | 7071470 | 1.239  (p=0.002) | 1.11  (p=0.094) | 1.01  (p=0.846) | 1.11  (p=0.093) | L |  |
| Slc38a7 | 7178572 | 1.137  (p=0.159) | 1.2  (p=039) | 1.3  (p=0.06) | 1.03  (p=0.692) | J |  |
| Slc39a4_predicted* | 7329323 | 2.814  (p=2.00E-10) | 1.89  (p=1.00E-07) | 1.65  (p=2.00E-06) | 1.68  (p=1.00E-06) | L,D,J,IL | Zinc |
| Slc39a5_predicted* | 7321347 | 0.625  (p=9.00E-04) | 0.94  (p=0.549) | 0.88  (p=0.206) | 0.79  (p=0.048) | L |  |
| Slc40a1 | 7361893 | 0.79  (p=0.105) | 1.17  (p=0.263) | 1.97  (p=7.00E-05) | 1.45  (p=0.012) | J | Ferrous iron |
| Slco1a6 | 7270905 | 0.984  (p=0.902) | 1.22  (p=0.047) | 1.53  (p=2.00E-04) | 1.1  (p=0.311) | J |  |
| Slco2b1 | 7054899 | 0.852  (p=0.205) | 0.81  (p=0.119) | 0.66  (p=0.008) | 0.71  (p=0.022) | J | E-3-S, DHEAS, BSP |

# Supplementary material for: Differential gene expression in liver and small intestine from lactating rats compared to age-matched virgin controls detects increased mRNA of cholesterol biosynthetic genes
**Source:** BMC Genomics. 2011 Feb 3;12:95. doi: 10.1186/1471-2164-12-95
**Supplement:** Additional File 21 — RT-PCR primers (RT_PCR_primers.doc). Primer sequences for all genes analyzed by RT-PCR.

Sqle Probe #12

SqleF

Ctgtcagaatgctcgtctgc

SqleR

Cgcatctcccagaagtagga

Ugt2b4 Probe #69

UGT2b4-1285F

tcaaagtcagatatgctcaatgc

Ugt2b4-1362R

tgacaaccacatagcattcttttta

Tmem97 probe #92

Tmem124F:

Cgaactctacccgcagga

Tmem224R:

Ggaaggacttgaaccacacag

Npc1l1 Probe #56

Npc1l1-257F

ccacttttgcctgttgctct

Npc1l1-316R

Tgatggacatgctgctttct

Fdft1 Probe #65

RFdft1F

gcaaggagaagcaccgagta

RFdft1R

ttctaaactccagggagatcgt

Slc39a4 Probe#25

RSlc39a4F

aacccaccagggaggaga

RSlc39a4R

ttctggaaacccctgcttc

Cyp1a1 probe#76

RCyp1a1F

tggggtcctagagaacactctt

RCyp1a1R

cacagaaggcatgatctaggtg

CYP3a23/3a1 probe #113

RCyp3a23/3a1F

Gaaactgcaggaggagatcg

RCyp3a23/3a1R

tcacagtatcataggtgggaggt

Abcb1a probe#78

Abcb1aF

gcaaatgtaggaaacaaccgtag

Abcb1aR

gtaggcgtacgtggtcatttc

Hmgcr probe#1

HmgcrF

cagtgatggagccacatgaa

HmgcrR

Aactcctggccacaggaac

Ctsbf (upl#62)

Aatgtggaggtgtctgctgag

 CtsbR

Gggatagccaccattacagc

Tmbim6F (UPL#125)

 Cgaagaggtgggctaagaag

 Tmbim6R

Gggaaaattttaagagggcatc

Tmed2F (UPL#21 )

Ccgtaaagcacgaacaggag

 Tmed2R

ttcgaagaaggaccaaagga

How the deposited data were processed for this re-analysis (not part of the article)

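Gene expression was measured in liver, duodenum, jejunum and ileum of lactating and virgin control rats on the Affymetrix Rat Exon 1.0 ST array. Each state had 16 rats, and RNA from 4 rats made 1 pool, so that the table has 4 pools per state and 32 arrays in 8 groups. The intestinal samples are scrapes of the mucosa. The deposited table holds log2 values that the authors made with Affymetrix Expression Console by RMA at the gene level (background correction, quantile normalization and summary over probes). It has 19434 transcript clusters and no columns of other samples. The versions of Expression Console, RMA and JMP genomics are not given in the sources used here. Array medians lay between 4.68 and 4.87, and no array was left out. Signal over background and the number of arrays, not a read depth, limit the precision.

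Values were used as deposited. Each cluster was fitted in limma 3.58.1 (R 4.3.3, statmod 1.5.0) with a mean for each of the 8 groups and the pool as a random block (consensus correlation 0.163), and variances were moderated by empirical Bayes (prior degrees of freedom 3.24). Contrasts were lactating minus control in each tissue, their mean over the 4 tissues (the state effect), the F test of their differences (the interaction), the liver against the mean of the intestinal segments, and the jejunum against the mean of duodenum and ileum. P-values were adjusted by Benjamini-Hochberg over the 19434 clusters, and clusters with an adjusted p under 0.05 were called. Tables and figures were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The comparisons, the alternatives and the rule for naming genes were set before the data were examined.

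The labels number the pools 1 to 4 in each state. Whether equal numbers mark related pools was checked on the deviations of each array from its group mean, before any calls were compared. Pools of the same number in the 2 states correlated at 0.307 to 0.818, and pools of different number at -0.563 to 0.31. The mean correlation of arrays of the same number and other state was 0.277, and of other number and other state -0.09. The first principal component (30.1% of the variance) set the 8 arrays of number 4 apart from the others. The numbers were therefore taken to pair the pools, and a model with the replicate number as an added term is reported beside calls of genes and lists that it was found to change and counts of genes called in a tissue that it moved by more than 1.5 times. In that model the consensus correlation of the arrays of 1 pool was -0.044, so these arrays count as separate replicates of the state.

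The study's repeated measures mixed model was also fitted to the same values. Its p-values were within 0.001 and its ratios within 2% of those of all 1235 genes that could be read from Additional File 1. The study's detection filter, which kept 14129 clusters in the paper, rests on exon level detection values and annotation and was not repeated. As alternatives, clusters were kept at a group mean of 6 or more or as the 14129 with the highest group mean.

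A cluster was named only where the probe table of the series gives it exactly 1 gene symbol (13335 clusters), or where a table of the paper pairs its ID with a symbol (2 clusters). The 612 clusters with several symbols and 5487 with none stayed unnamed, so that genes of the paper without a named cluster are not reported, which is an exception to the first part of the naming rule. For genes with more than 1 cluster (103), the cluster with the highest mean was used, which left 13224 named genes. Genes were named by 3 rules: every gene the paper names in its text, tables or legends, whose values in the paper's tables had been seen; in each tissue the 10 largest rises and 10 largest falls among called genes whose 4 lactating pools lie apart from the 4 control pools; and list members with the largest called changes. Genes outside these rules are marked as chosen after their values were seen. The gene and tissue pairs given as mean and SD were picked after values were seen.

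A total of 45 lists of genes were tested in each tissue with camera on the moderated t-statistics and a preset correlation of 0.01, and again with the correlation estimated from the values, with the same groups but without the pool as a block. P-values were adjusted over the 180 list tests of each kind, of which 58 passed with the preset and 13 with the estimated correlation. The list of genes regulated by Srebp was tested by a right-tailed Fisher's exact test, with the named genes as background.

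The fit was tested on simulated data with 19434 clusters, 4 pools per state and a pool correlation of 0.16, where the fit estimated 0.139. Of clusters changed by 0.5 log2, 26.9% were called in the liver, 32.8% in the duodenum, 29.9% in the jejunum and 38.8% in the ileum. At 1 log2 the shares were 86.6%, 83.6%, 77.6% and 85.1%, and at 2 log2 98.5%, 98.5%, 98.5% and 95.5%. Unchanged clusters made up 6.0%, 2.1%, 1.4% and 6.4% of the calls in the same order. Of 200 sets without a change, camera passed 0.5% with the preset and 2.0% with the estimated correlation at an unadjusted p under 0.05. The simulated clusters varied independently of each other and without an effect of the replicate number. The real lists had estimated correlations of up to 0.520 (pancreatic acinar markers). These shares therefore do not show that the list tests hold their level for correlated genes. The study's model passed 5.2% of unchanged clusters at its threshold for the state effect and 1.0% at that for the liver.

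The alternatives were the 2 filters, no pool as a block, the replicate number in the model, a fit to the arrays of 1 tissue, quantile normalization within each tissue, arrays centred on their median, empirical Bayes with a trend and robust variances, array weights, the study's thresholds on limma's p-values, the study's model, and leaving out each pool in turn. The RT-PCR measurements, pathway and ontology tools of the paper are not used here.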

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

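The tests of scaling, of the share of T cells and of fat tissue reported in this part were chosen only after the results were seen.

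A list of calcium, phosphate and vitamin D genes, a group the paper does not discuss, was higher in the jejunum of lactating rats, and in the duodenum the call depended on the model. Of 12 genes of calcium, phosphate and vitamin D, 3 were called higher in the duodenum (6 higher and 1 lower when adjusted over the list alone) and 4 in the jejunum (5 when adjusted over the list alone). In the ileum 2 were higher and 1 lower (5 and 2 when adjusted over the list alone), and 2 higher and 2 lower with the replicate number in the model. Trpv6 rose by 1.32 ± 0.21 in the duodenum and 2.86 ± 0.21 in the jejunum, S100g, the calcium-binding protein calbindin-D9k, by 2.15 ± 0.35 in the jejunum, and Cldn2, a claudin of cation-selective tight junctions, by 0.84 and 0.82. As a list they were higher in the duodenum (adjusted p = 0.0277) and jejunum (adjusted p = 0.000391) with an estimated correlation, and were not called in the ileum (adjusted p = 0.286). The call in the duodenum ended (adjusted p = 0.0675) and that in the jejunum held (adjusted p = 0.00306) with the replicate number in the model.

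Genes of insulin signalling were lower in the lactating ileum (adjusted p = 0.0402 with an estimated correlation). Of 13 genes, Insr and Pck1, the gluconeogenic carboxykinase, were called lower (-0.65 and -1.35), and 8 were lower when adjusted over the list alone.

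The effect of lactation was called in opposite directions in 2 tissues for 4 named genes, and the interaction test passed for each. The differences in liver, duodenum, jejunum and ileum were -0.76, 0.38, 0.79 and 0.05 for Igf2bp3, which binds mRNA (adjusted p = 1.78e-07), and 1.06, -0.30, -0.47 and -0.50 for Nab2, a corepressor (adjusted p = 3.97e-07). They were 0.89, -0.44, -1.17 and -0.24 for Glb1l2, a galactosidase (adjusted p = 2.75e-09), and 0.65, -0.18, -0.35 and -0.50 for Sorl1, a sorting receptor (adjusted p = 1.12e-05). In the ileum the call of Nab2 ended for 7 of the 8 pools left out in turn, with quantile normalization within each tissue and with the study's mixed model, and that of Sorl1 for 3 of the 8 pools left out in turn and with the study's mixed model. The calls of Igf2bp3 in jejunum and liver and those of Nab2 and Sorl1 in the liver also ended with the study's mixed model, whose rule asks for a state effect too. These 4 genes were chosen after their values were seen, and a cluster without a symbol, 7032097, also went both ways.

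For Slc39a4 in the jejunum, control replicate 3 (11.82) lay far from the other control pools (11.69), with a gap of 0.984 of the group's range. Of 60 groups of 4 pools tested in this way for selected genes, 1 had such a pool, where chance gives about 1 in 20.

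Pancreatic acinar genes were lower in the lactating duodenum, with 19 of 23 markers lower, and the study had found them lower in the same samples. After quantile normalization within the tissue, 19 markers were also lower. The deposited values were already quantile normalized, so this test could hardly have removed differences of this size. No conclusion on the scaling of the duodenal arrays is drawn from it. Pancreatic tissue carried into some duodenal scrapes stays open: the markers correlated at 0.828 over the control pools (median SD 0.655), where random sets of genes with an SD of 0.5 or more had a median of 0.261 and 0.3% were as high. The values are consistent with some carried-in tissue, with more of it in control than in lactating pools, but 4 pools do not exclude that acinar cells were present alike and their mRNA fell with lactation, for which no test was run. Of the 23 markers 18 had a control mean of 6 or more, with Pnliprp1 at 10.90 ± 0.55 (SD), and Cel, a pancreatic lipase, differed by -5.18; scraping the mucosa removes no cell type by a sort.

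Adipocyte genes were lower in the lactating jejunum (adjusted p = 0.0265 with an estimated correlation, but 0.0666 with the replicate number in the model, where the call ended), with Adipoq (-2.94) and Lpl, a lipase that adipocytes and other cells make (-1.28, a call that ended for 4 of the 8 pools left out in turn and with the study's mixed model), called lower of 8 markers. After quantile normalization within the tissue, 2 markers were also lower. The deposited values were already quantile normalized, and the limit of 2 markers was set after 2 had been called. No conclusion on the scaling of the jejunal arrays is drawn from this test. Fat tissue carried into some control jejunal scrapes cannot be told apart from a change within the mucosa: the markers correlated at -0.205 over the control pools (median SD 0.402). A value this low would have spoken against carried-in fat, but 4 of the 8 markers reach a mean of 6 there, and that limit on the test was set after the first value was seen. A loss of mesenteric fat in lactation was not tested.

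T cell genes of Table 3 were lower in the lactating jejunum and ileum, in a list the study chose on these samples. In the jejunum, 3 of 4 other lists had a median change at or above 0. The prediction took this to speak against a smaller share of all non-epithelial cells. Of the 3, 2 exceeded their standard error, namely fibroblasts and matrix (0.35 ± 0.21) and endothelium (0.17 ± 0.13). Macrophages lay at 0.03 ± 0.13 and B cells at -0.12 ± 0.19. The standard errors of these medians do not use the pairing by number. With an estimated correlation, camera called neither fibroblasts and matrix (adjusted p = 0.338) nor endothelium (adjusted p = 0.526). With the preset correlation it called the former (adjusted p = 4.99e-05) and not the latter (adjusted p = 0.0558). A smaller share of all these cells is therefore not excluded. Outside the 4 lists, natural killer and cytotoxic markers (-0.233 ± 0.137) and MHC class II genes (-0.315 ± 0.117) were lower. Camera called both with the preset correlation (adjusted p = 0.00637 and 0.000316), not with an estimated one (0.295 and 0.224). Mast cell, smooth muscle, and neuron and glia markers lay at 0.014 ± 0.100, 0.113 ± 0.153 and -0.002 ± 0.029. In the ileum 2 of the 4 lists were at or above 0, within their standard error, so a smaller share of all non-epithelial cells cannot be told apart there from a change in T cells. The prediction as written took at least 2 of the 4 lists at or above 0 to speak against it, and the ileum met that. The further condition that 2 lists exceed their standard error was not part of the prediction. A smaller share of T cells cannot be told apart from lower mRNA per T cell in either segment, since the T cell genes outside Table 3 had an adjusted p of 0.354 in the jejunum and 0.526 in the ileum with an estimated correlation (0.146 and 0.306 with the replicate number in the model), although the median of these genes was lower in the lactating pool of all 4 same-numbered pairs in both segments and the list was lower with the preset correlation (adjusted p = 3.88e-05 and 0.00564). The prediction on non-epithelial cells was written for both segments together and read for each segment afterwards.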

How the results depend on the processing

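The alternative without replicate 4 of both states was chosen only after the data were seen, as its 8 arrays stand apart; the other alternatives were planned.

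Srebp target genes called higher in liver and duodenum passed Fisher's exact test, which takes genes as independent, under every alternative run. Camera with an estimated correlation was run only for the main fit and with the replicate number in the model. No named gene called here reversed under any alternative. A reversal could arise only with quantile normalization within each tissue, centring on the median, array weights or pools left out. The other alternatives keep the main fit's differences of group means. In the results that follow, the cause of a change was not tested unless it is given. Quantile normalization within each tissue, centring on the array median, and a trend with robust variances moved no count by more than 1.5 times.

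With clusters at a group mean of 6 or more, the state effect was called for 157 clusters, the interaction for 653, and the groups down in all tissues, up in liver only, down in liver only and down in duodenum only held 22, 52, 72 and 19; 8587 clusters are tested there, which limits the size of the groups. With the 14129 clusters of highest mean the state effect was called for 316, with a correlation of 0.239. Without the pool as a block the state effect was called for 1423 and the interaction for 235.

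With the replicate number in the model (replicate block), 803 clusters were called in the liver, 361 in the duodenum, 409 in the jejunum, 735 in the ileum and 3409 for the state effect. The count for the state effect rests on the arrays of a pool counted as separate replicates, with a correlation of -0.044. The groups up in all tissues, down in all, up in liver only, down in liver only and down in duodenum only held 41, 66, 182, 251 and 59, and 9 Srebp genes were called in the jejunum. It did not move the interaction (459 against 399), the calls of lists (62 against 58), or the Srebp genes in liver, duodenum and ileum by more than 1.5 times. It ended no call of a named gene.

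With only the arrays of that tissue, 43, 29, 25 and 15 clusters were called in liver, duodenum, jejunum and ileum, and 3, 6, 1 and 0 Srebp genes; that fit has 8 arrays in place of 32, and it ended 203 of the 271 calls of named genes by tissue. At an unadjusted p under 0.05, limma put 18 Srebp genes higher in the ileum in that fit. Array weights gave 358 calls in the duodenum, 440 in the ileum, 968 for the state effect and 68 clusters down in all tissues. The study's thresholds on limma's p-values gave 442, 504 and 665 in duodenum, jejunum and ileum, 2695 for the state effect and 988 for the interaction. The study's mixed model gave 353, 454 and 554 in these segments, 2320 for the state effect and 1198 for the interaction.

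Without replicate 4 of both states, there were 69 differentially expressed genes in jejunum, 84 differentially expressed genes in ileum and 176 genes with a tissue by state interaction, 28 were up and 19 down in all tissues, and 8, 0 and 5 Srebp genes were called in duodenum, jejunum and ileum; fewer arrays are fitted there, and at an unadjusted p under 0.05 limma put 11 Srebp genes higher in the jejunum.

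With 1 pool left out at a time, the ranges were 211 to 525 in the liver, 76 to 130 in the duodenum, 86 to 162 in the jejunum, 101 to 246 in the ileum, 146 to 731 for the state effect and 223 to 401 for the interaction. Counts fell by more than 1.5 times in the liver without control replicates 2 and 3 (216, 234) and lactating replicates 2 and 3 (238, 211), and in the duodenum without control 3 and lactating 3 (83, 76). They did so in the jejunum without controls 2, 3 and 4 and lactating 3 (96, 86, 98, 95), and in the ileum without controls 1, 2 and 4 and lactating 3 and 4 (136, 114, 155, 101, 120). For the state effect the same held without controls 2, 3 and 4 and lactating 3 (189, 239, 290, 146), and for the interaction without controls 2 and 3 and lactating 3 and 4 (233, 251, 223, 264). The groups ranged from 12 to 41 up in all tissues (41 without lactating 4), 12 to 39 down in all (19, 20 and 12 without control 2, lactating 1 and lactating 3), 71 to 117 up in liver only, 74 to 192 down in liver only (74 and 96 without control 3 and lactating 1) and 28 to 43 down in duodenum only. Srebp genes ranged from 9 to 12 in the liver, 9 to 13 in the duodenum, 1 to 4 in the jejunum (1 without control 2, 3 or 4, where Fisher's test no longer passed, 2 without lactating 1 or 3, 3 without lactating 2 or 4) and 5 to 10 in the ileum (5 without control 1, lactating 3 or lactating 4, 7 without control 2). Of called named genes, 35 of 80 in the liver, 20 of 64 in the duodenum, 25 of 60 in the jejunum and 34 of 67 in the ileum lost the call without at least 1 pool. With an estimated correlation 13 of the 180 list tests passed.

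Other splits of the 8 pools were compared with the real split. Since the numbers pair the pools, only the 8 splits that part every same-numbered pair compare like with like, and 8 are too few for a share under 0.05. Of these 8 splits, 1 (the real one) gave a result as large, for each of the following: 366 against at most 4 in the other splits in the liver, 125 against 24 in the duodenum, 157 against 0 in the jejunum, 249 against 0 in the ileum, 488 against 0 for the state effect and 399 against 1 for the interaction. For the groups, these were 17 against 1 up in all tissues, 35 against 0 down in all, 98 against 37 up in liver only, 146 against 34 down in liver only and 38 against 26 down in duodenum only. The predictions named all 35 splits of the pools, and the comparison was narrowed to 8 because the numbers pair. Of all 35 splits, 2, 1, 1 and 1 gave as many calls as the real one in liver, duodenum, jejunum and ileum, 4 for the state effect and 1 for the interaction, and 7, 4, 6, 4 and 2 gave groups as large in the order above. By the prediction as written, a share of 0.05 or more of the 35 splits leaves chance as an explanation. That was the outcome for the liver, the state effect and each of the groups. The share was under 0.05 for duodenum, jejunum, ileum and the interaction. The other 27 splits keep at least 1 same-numbered pair together on each side, and some call several times the real count (985 in the liver and 1435 for the state effect with control 1 and lactating 1, 2 and 3 on one side), which points to a structure of the samples by replicate number. With the replicate number in the model the real split gave 803 against 17 in the liver and 3409 against 3 for the state effect. In the real split that model counts the arrays of a pool as separate replicates. Its margins were smaller for the groups up in liver only (182 against 114), down in liver only (251 against 98) and down in duodenum only (59 against 32).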

Differences from the paper's values

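The alternative without replicate 4 of both states was chosen only after the values were seen. The paper's counts rest on unadjusted thresholds over 14129 clusters that passed its detection filter, and the counts here on adjusted p over 19434 clusters, except where the study's thresholds are named.

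In the duodenum the paper gives 337 differentially expressed genes and 125 were called here. Of the 19 alternatives set before the data were examined, those within 1.5 times of the paper's value were the replicate number in the model (361), array weights (358), the study's thresholds on limma's p-values (442) and the study's mixed model (353), and the others were not.

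In the jejunum the paper gives 402 and 157 were called here. The replicate number in the model (409), the study's thresholds on limma's p-values (504) and the study's mixed model (454) came within 1.5 times of the paper's value, and the other alternatives did not.

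In the ileum the paper gives 523 and 249 were called here. The replicate number in the model (735), array weights (440), the study's thresholds on limma's p-values (665) and the study's mixed model (554) came within 1.5 times, and the other alternatives did not.

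For the state effect the paper gives 1924 genes at its first threshold, and 488 were called here by adjusted p. No pool as a block (1423), the study's thresholds on limma's p-values (2695) and the study's mixed model (2320) came within 1.5 times, and the other alternatives did not. At its second threshold the paper gives 690, and the same threshold on limma's p-values passed 1231 here; the study's mixed model gave 805, and no other alternative was run for this count.

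Of the genes regulated by Srebp, the paper gives 8 changed in the jejunum, and 5 of 25 with a named cluster were called here. A group mean of 6 or more (6), the 14129 clusters with the highest mean (6), no pool as a block (6), the replicate number in the model (9), a trend with robust variances (6), the study's thresholds on limma's p-values (7) and the study's mixed model (6) came within 1.5 times, and the other alternatives did not.

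Among genes, the paper reports Abcb1a lower in every tissue, and here it was called in the liver, with an adjusted p of 0.0838 in the duodenum, 0.0816 in the jejunum and 0.118 in the ileum. In the duodenum, Abcb1a was called with the replicate number in the model, quantile normalization within each tissue, array weights, the study's thresholds on limma's p-values and the study's mixed model and without lactating pool 4, and without replicate 4 of both states, an alternative chosen after seeing the values that ended 100 of the 271 calls of named genes by tissue. In the jejunum, Abcb1a was called with the replicate number in the model, array weights, the study's thresholds on limma's p-values and the study's mixed model and without lactating pool 4. In the ileum, Abcb1a was called with the replicate number in the model, array weights, the study's thresholds on limma's p-values and the study's mixed model. For Abcg5 and Abcg8, which the paper reports lower in the liver and ileum, the call in the liver was made here, and the adjusted p in the ileum was 0.165 and 0.114. In the ileum, Abcg5 was called with the study's thresholds on limma's p-values and the study's mixed model and without lactating pool 2. In the ileum, Abcg8 was called with the replicate number in the model, the study's thresholds on limma's p-values and the study's mixed model and without lactating pool 2. Insig1, reported higher in each intestinal segment, was called in the duodenum, with an adjusted p of 0.0502 in the jejunum and 0.114 in the ileum. In the jejunum, Insig1 was called with a group mean of 6 or more, the 14129 clusters with the highest mean, the replicate number in the model, a trend with robust variances, the study's thresholds on limma's p-values and the study's mixed model and without control pool 1. In the ileum, Insig1 was called with the study's thresholds on limma's p-values and the study's mixed model.

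The paper reports Thra and Thrb lower in both jejunum and ileum. Here Thra was called in the ileum and Thrb in the jejunum, with an adjusted p of 0.277 for Thra in the jejunum and 0.208 for Thrb in the ileum. In the jejunum, Thra was called with the study's mixed model. In the ileum, Thrb was called with the study's thresholds on limma's p-values and the study's mixed model. Klf9, reported lower in every tissue, had an adjusted p of 0.0676 in the liver. In the liver, Klf9 was called with the replicate number in the model, array weights, the study's thresholds on limma's p-values and the study's mixed model and without lactating pool 1. Acaca, reported changed in the liver, had 0.0515. In the liver, Acaca was called with the 14129 clusters with the highest mean, no pool as a block, the replicate number in the model, a trend with robust variances, array weights, the study's thresholds on limma's p-values and the study's mixed model and without control pool 4 or lactating pool 1. Srebf1 is reported as not differentially expressed, but with a tendency in the jejunum (the paper's simple effect p is 0.0006) that its Discussion treats as a potential rise, and it was called higher in the jejunum here (adjusted p = 0.0263). It was not called with the study's mixed model, nor without control pool 2, control pool 3, control pool 4, lactating pool 2, lactating pool 3 or lactating pool 4, nor without replicate 4 of both states, an alternative chosen after seeing the values.

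The paper reports Igsf9, Il22ra2, Insr, Rimbp2 and Ptprg lower in the small intestine and not the liver. Here Insr and Il22ra2 were called in the ileum and Igsf9 in the jejunum and ileum, while Rimbp2 and Ptprg were called in no tissue, with largest differences of -0.32 and -0.33. In the ileum, Rimbp2 was called with the study's thresholds on limma's p-values and the study's mixed model. In the ileum, Ptprg was called with the study's thresholds on limma's p-values and the study's mixed model. In the duodenum, Insr was called with the replicate number in the model, array weights, the study's thresholds on limma's p-values and the study's mixed model and without lactating pool 2. In the jejunum, Insr was called with a group mean of 6 or more, the 14129 clusters with the highest mean, the replicate number in the model, centring on the median, array weights, the study's thresholds on limma's p-values and the study's mixed model and without control pool 1 or lactating pool 2.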

Other observations

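No test in this part was planned except the lists of genes and the comparison of lactating with control pools, and the genes given here for what they encode were chosen after their values were seen.

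Slc11a2, the apical iron transporter, rose by 0.73 ± 0.13 in the duodenum (adjusted p = 0.00124) and 1.10 ± 0.13 in the jejunum (adjusted p = 4.87e-06), and Hmox1, the heme oxygenase, by 1.41 ± 0.19 and 1.51 ± 0.19. Slc40a1, the iron exporter, rose by 0.99 ± 0.19 in the jejunum (adjusted p = 0.00439), a call that ended without control pool 3 and, in an alternative chosen after seeing the data, without replicate 4 of both states. Of 14 genes of iron uptake and storage, 2 were called higher in the duodenum and 3 in the jejunum (4 when adjusted over the list alone), and the list had an adjusted p of 0.263 and 0.0749 with an estimated correlation. The list passed with the replicate number in the model in the jejunum (adjusted p = 0.0439) and not in the duodenum (adjusted p = 0.2). In the duodenum Trpm6, a magnesium channel, rose by 1.32 ± 0.14 (adjusted p = 3.68e-07).

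Sucnr1, a succinate receptor, fell by 1.69 ± 0.31 in the jejunum and fell by 1.62 ± 0.31 in the ileum (adjusted p = 0.0034 and 0.00448), and Gnat3, gustducin, fell by 1.17 ± 0.18 and fell by 1.23 ± 0.18 (adjusted p = 0.000604 and 0.000271). Dclk1, a kinase, fell by 1.38 ± 0.15 in the ileum (adjusted p = 3.15e-06), and Rgs13 fell by 1.49 ± 0.21 in the jejunum (adjusted p = 0.000112).

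In the liver Prlr, the prolactin receptor, fell by 0.71 ± 0.13 (adjusted p = 0.00212), and Cish and Socs2, feedback inhibitors of cytokine receptors, fell by 1.05 and fell by 0.63, calls that ended for 5 of the 8 pools left out in turn for Cish and for 6 of the 8 pools left out in turn for Socs2. Of 14 genes of growth hormone and prolactin signalling, 1 was called higher and 4 lower (1 and 7 when adjusted over the list alone), and the list had an adjusted p of 0.0555 with an estimated correlation, so a change of the list was not shown. In the ileum, Fgf19, the rat's Fgf15 and a signal of bile acids from ileum to liver, fell by 1.74 ± 0.33 (adjusted p = 0.00366), and the clock genes Per3 and Dbp fell by 0.94 and fell by 0.73, the latter a call that ended for 5 of the 8 pools left out in turn. The calls of Prlr, Cish, Fgf19 and Dbp also ended with the study's mixed model, whose rule asks for a state effect too, and those of Prlr and Fgf19 with the study's thresholds on limma's p-values. The call of Socs2 ended with array weights, and those of Socs2, Fgf19 and Dbp without replicate 4 of both states, an alternative chosen after seeing the data. With only the arrays of that tissue, the calls of Cish, Socs2, Fgf19, Per3 and Dbp ended. Of 14 circadian clock genes, 3 were called lower in the ileum, and 5 lower and 1 higher with the replicate number in the model (adjusted p = 0.138 for the list with an estimated correlation).

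Of 24 cell cycle genes, 1 was called higher in the liver, 1 in the duodenum and 1 in the ileum, and 2, 17 and 14 were higher when adjusted over the list alone. In the same order 3, 4 and 6 were called higher with the replicate number in the model. The list was higher in all 4 tissues with the preset correlation, and with an estimated correlation its adjusted p was 0.488 in the liver, 0.167 in the duodenum, 0.391 in the jejunum and 0.167 in the ileum.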
